# Transcriptional Responses of *Dictyostelium discoideum* Exposed to Different Classes of Bacteria

**DOI:** 10.3389/fmicb.2020.00410

**Published:** 2020-03-10

**Authors:** Otmane Lamrabet, Astrid Melotti, Frédéric Burdet, Nabil Hanna, Jackie Perrin, Jahn Nitschke, Marco Pagni, Hubert Hilbi, Thierry Soldati, Pierre Cosson

**Keywords:** *Dictyostelium discoideum*, host-pathogen interactions, RNA-seq, *Klebsiella pneumoniae*, *Bacillus subtilis*, *Mycobacterium marinum*, folate, *Micrococcus luteus*

## Abstract

*Dictyostelium discoideum* amoebae feed by ingesting bacteria, then killing them in phagosomes. Ingestion and killing of different bacteria have been shown to rely on largely different molecular mechanisms. One would thus expect that *D. discoideum* adapts its ingestion and killing machinery when encountering different bacteria. In this study, we investigated by RNA sequencing if and how *D. discoideum* amoebae respond to the presence of different bacteria by modifying their gene expression patterns. Each bacterial species analyzed induced a specific modification of the transcriptome. Bacteria such as *Bacillus subtilis, Klebsiella pneumoniae*, or *Mycobacterium marinum* induced a specific and different transcriptional response, while *Micrococcus luteus* did not trigger a significant gene regulation. Although folate has been proposed to be one of the key molecules secreted by bacteria and recognized by hunting amoebae, it elicited a very specific and restricted transcriptional signature, distinct from that triggered by any bacteria analyzed here. Our results indicate that *D. discoideum* amoebae respond in a highly specific, almost non-overlapping manner to different species of bacteria. We additionally identify specific sets of genes that can be used as reporters of the response of *D. discoideum* to different bacteria.

## Introduction

*Dictyostelium discoideum* is a free-living amoeba, and a well-established model organism for the study of basic aspects of differentiation, signal transduction, phagocytosis, cytokinesis and cell motility (Cosson and Lima, 2014; Nichols et al., 2015; Dunn et al., 2017). In its natural habitat, the forest soil, this professional phagocyte feeds upon bacteria that are then killed in phagosomes. Under controlled conditions, *D. discoideum* can feed upon a large number of bacterial species (Raper, 1935, 1936). Yet to the best of our knowledge, the amoeba uses different molecular mechanisms to kill different species of bacteria: For example, the Kil1 and Kil2 proteins ensure efficient intracellular killing of *Klebsiella pneumoniae* but are not involved in killing of *Bacillus subtilis* (Benghezal et al., 2006; Lelong et al., 2011). It would thus seem consistent that *D. discoideum* responds specifically to the presence of different bacteria by adapting its gene expression pattern. On the other hand, *D. discoideum* is also the target of pathogenic bacteria (Reviewed in Dunn et al., 2017 and Cardenal-Muñoz et al., 2018) and has been used as a model host to identify and study bacterial virulence factors (Cosson et al., 2002; Bozzaro and Eichinger, 2011; Koliwer-Brandl et al., 2019). It has also been suggested that amoebae serve as environmental reservoir for certain human pathogens (Greub and Raoult, 2004). Accordingly, one would expect *D. discoideum* to adapt to the presence of pathogenic bacteria in order to survive their encounter. Finally, some bacterial pathogens manipulate the physiology of *D. discoideum* to use it as a niche for intracellular replication (Hoffmann et al., 2014; Swart et al., 2018). Little is known about how these various responses collectively modify the gene expression profile of *D. discoideum* when it encounters various bacteria. Similarly, the molecular mechanisms linking exposure to bacteria with alterations in gene expression are still mostly unknown.

At the molecular level, the *D. discoideum* genome encodes 61 putative G-protein-coupled receptors (GPCRs), including 17 γ–aminobutyric acid (GABA) or metabotropic glutamate receptor-like proteins, known as Grl (glutamate receptor-like) proteins (Heidel et al., 2011). GrlL and GrlG have recently been proposed to act as receptors allowing *D. discoideum* cells to respond to folic acid, which is released from bacteria (Pan et al., 2018; Thomas et al., 2018). *D. discoideum* amoebae do not have Toll-like receptors orthologs (Cosson and Soldati, 2008; Dunn et al., 2017). However, two cytosolic proteins with Toll/Interleukin1-Receptor (TIR) domains potentially involved in intracellular signaling, TirA and TirB, have been identified (Chen et al., 2007). The *D. discoideum* genome encodes more than 100 proteins containing leucin-rich repeats (LRR), but whether they function as pattern recognition receptors remains to be determined (Basu et al., 2013). Overall, the *D. discoideum* genome exhibits numerous genes that could allow it to recognize specifically various types of bacteria, but the specific role of individual gene products remain to be defined.

In recent years, several transcriptomic studies have revealed that specific metabolic and signaling pathways are upregulated when *D. discoideum* cells feed on different bacteria (Farbrother et al., 2006; Carilla-Latorre et al., 2008; Sillo et al., 2008; Nasser et al., 2013). This specific modulation probably reflects at least in part the fact that each bacterial species contains different nutrients. In addition, it is expected that *D. discoideum* recognizes on bacteria specific, conserved features (microbe-associated molecular patterns, MAMPs), and as a consequence, activates specific intracellular signaling pathways. Accordingly, transcriptional responses of amoebae exposed to bacteria most likely reflect a combination of metabolic adaptation and specific recognition. In each of the experiments reported the authors used different experimental setups that would induce metabolic adaptation and specific recognition to different extents. For example, in some studies *D. discoideum* amoebae were fed exclusively with non-pathogenic bacteria for several generations (16 h) (Nasser et al., 2013) or for a shorter time (2 h) (Sillo et al., 2008). In other studies, *D. discoideum* amoebae were exposed to pathogenic *Legionella pneumophila* (Farbrother et al., 2006), *Pseudomonas aeruginosa* (Carilla-Latorre et al., 2008), or *Mycobacterium marinum* (Hanna et al., 2019). These experimental variations, as well as the use of widely different techniques presumably account for the fact that very diverse results were obtained.

In this study, we analyzed the transcriptional response of *D. discoideum* cells exposed to different bacteria, or to folate, in rich medium, to minimize metabolic adaptation. Our results indicate that even in this experimental setup, *D. discoideum* amoebae respond in a highly specific manner to different species of bacteria both quantitatively and qualitatively. This study also identified sets of genes that can be used to test whether specific *D. discoideum* mutants respond to various stimuli.

## Materials and Methods

### Cell Culture and Strains

*Dictyostelium discoideum* DH1 cells were cultured in HL5c medium (Formedium) at 21°C and subcultured twice a week to maintain a cellular density below 10^6^ cells/mL.

Bacterial strains were grown overnight in LB medium at 37°C. Bacteria used were the non-pathogenic *K. pneumoniae* KpGe laboratory strain (KpGe) (Lima et al., 2018), fluorescent *K. pneumoniae* KpGe expressing yEGFP (Bodinier et al., 2020), the pathogenic LM21 strain of *K. pneumoniae* (Kp21) (Favre-Bonte et al., 1999), non-sporulating *B. subtilis* 36.1 (Bs) (Ratner and Newell, 1978), a flagella-less *B. subtilis* expressing mCherry (Bodinier et al., 2020), *Micrococcus luteus* (Ml) (Wilczynska and Fisher, 1994), and pathogenic *M. marinum* M strain (Mm) (Volkman et al., 2004).

### RNA Extraction for RNA-Seq

Wild-type *D. discoideum* cells (4 × 10^6^) were washed and resuspended in 1 mL of HL5c medium containing 15 μg/mL of tetracycline to prevent bacterial growth. Bacteria were added at a multiplicity of infection (MOI) of 500. Alternatively, 1 mM of folate was added. The cells were then incubated at 21°C at 120 rpm for 4 h. As a control, *D. discoideum* cells were cultured separately in HL5c medium containing 15 μg/mL of tetracycline.

After co-incubation, the uningested bacteria were removed by centrifugation at 1000 *g* for 2 min, RNA was extracted from cells using the direct-zol RNA extraction kit (Zymo research) following the manufacturer’s instructions for total RNA isolation. To remove contaminating genomic DNA, samples were treated with 0.25U of DNase I (Zymo) per 1 μg of RNA for 15 min at 25°C. RNA was quantified using Qubit 4.0 (Invitrogen) and its quality was checked using an Agilent 2100 Bioanalyzer (Agilent Technologies).

### Construction of cDNA Libraries and RNA Sequencing

The cDNA preparation and the RNA sequencing were performed as described previously (Hanna et al., 2019). Briefly, the total RNA preparation was used as a template for cDNA synthesis and NGS library construction using the Ovation Universal System (NuGEN Technologies, San Carlos, CA, United States). 100 ng of total DNAse I-treated RNA was used for first- and second-strand cDNA synthesis following the manufacturer’s protocol. In order to obtain a comparable library size, a double bead cut strategy was applied using the 10X genomics protocol. cDNA was recovered using magnetic beads with two ethanol washing steps, followed by enzymatic end repair of the fragments. Barcoded adapters were ligated to each sample before strand selection. Ribosomal RNAs were targeted for depletion by the addition of custom-designed oligonucleotides specific for *D. discoideum* (5S, 18S, and 28S). To amplify the libraries, 18 cycles of PCR were performed.

The quality of the libraries was monitored by TapeStation (Agilent, High Sensitivity D1000 ScreenTape, # 5067–5584). Samples were pooled in approximately equimolar amounts and analyzed in 50 bp single read flow cells (Illumina, # 15022187; Hiseq 4000).

### Reverse-Transcription Quantitative PCR (qRT-PCR)

*Dictyostelium discoideum* cells were incubated in HL5c medium as described above in the presence or absence of bacteria. *D. discoideum* RNA was purified with a Qiagen RNeasy kit following the manufacturer’s instructions. cDNA was synthesized from 1 μg of total RNA using random hexamers and Superscript II reverse transcriptase (Invitrogen). Oligonucleotides specific for each gene tested were designed by Primer3 software (Untergasser et al., 2012). Sequences were aligned against the *D. discoideum* coding sequence database by BLAST to ensure that they were specific for the gene tested. Table 1 shows a list of all genes analyzed.

**TABLE 1:** Genes and primers used for qRT-PCR transcriptional profile analysis.

**Genes**	**DDB_G number**	**Gene name**	**Forward primer**	**Reverse primer**
Control1	DDB_G0294034	*rnlA*	GCACCTCGATGTCGGCTTAA	CACCCCAACCCTTGGAAACT
Control2	DDB_G0275153	*gpdA*	GGTTGTCCCAATTGGTATTAATGG	CCGTGGGTTGAATCATATTTGAAC
KB1	DDB_G0273235	–	CACAACATGTTGTTCTTCACC	GTCCATCACTTTCAACACCAC
KB2	DDB_G0277839	*cxgS*	CGTTCAAGATATTGGAGTTGC	CATAGAAAGCAACTCTTTCTC
KB3	DDB_G0285345	–	TTTGGCTGTCGTATTGACCGG	GCCCATAGTGGTATTTCTGTC
KB4	DDB_G0272244	*grlG*	CGTTGACGGCTATAATGATACC	CTTTACAAGCTTCTACATGTCC
K1	DDB_G0270060	*–*	TTAGAAAGCCAGTTGAAAGAG	CCATATCCTCCACTCTTATC
K2	DDB_G0275689	*abcG2*	GCAGCTGATAATACAATTGGC	TCTAGCGGTGACATACATTCC
K3	DDB_G0289575	*–*	GTGGTGTTGTAAATTCTTTAGG	TGGCAGTACCACATGTTCCAT
K4	DDB_G0279493	*–*	TGATGAAGACCCCCTTGAAAC	CTGAGTATGAATATCCATTTGC
K5	DDB_G0273217	*–*	GACAATTGTTCATTGCAACCC	CACTGTTCCATCTTCGTTAC
K6	DDB_G0273389	*psiG*	GTTCAGAAGTAACAAAAAGTCG	GTTGGACTATCACCTTCCAA
K7	DDB_G0286717	*ponC1*	CTTCTTCAAACGCAGCTGAAAC	GCAGATTGGCAAGTATTAACC
K8	DDB_G0270022	–	ATCTCAACCTCAAAGTGAAGC	GTAGTTGTTGTAGTTGTTGG
B1	DDB_G0294589	–	CACAGGAACATCAAGTGGCA	CTGGTCTACGAGTTAATGCTG
B2	DDB_G0267774	*abkC*	GGGTTTAATATTGTTACCGAG	TTATCCAACATGTACCACTG
B3	DDB_G0288095	–	TTTCTCAAGAGGGAGCTTAC	CCTGATTGATCTGGTAATGAC
B4	DDB_G0280335	*–*	CCGATTCAAATTCTGGTTC	CGCTTTCATATCCTTCTTCC
B5	DDB_G0293662	*–*	CAGTTGGTATAATTGGAGCAG	TTCTACCACCGATTCTTTC
B6	DDB_G0282061	*–*	GTGGCATTCTCAGATGATAC	TATCCACCATCAACTCTTGC
B7	DDB_G0279683	*–*	GAGCAATTATTACTGGTGC	ATCCAGATTCTCTTCTACC
B8	DDB_G0285641	*gacJ*	GTATCACCAGCAATTCAACC	GACCTCTAGAATATTCCAC
B9	DDB_G0285391	*xacC*	CACCAACTGGTACAAGTCC	GGTGGTGGTAATTGACCAC
B10	DDB_G0291007	*gxcK*	CTTCAGTACCATCCATTTCAGCA	TGTTGGTGTTGTTGTTGTGGTG
B11	DDB_G0278813	–	GCTTCATCTTTAGAGATGGAG	TCAGATGCAGATGTGCAACC

PCR reactions (10 μL) contained SYBR Green Master Mix (Applied Biosystems), diluted cDNA (150 ng) and 500 nM of forward and reverse primers, and were analyzed in a StepOnePlus cycler (Invitrogen) with the following parameters: 95°C/1 min, 40 cycles of 95°C/10 s, and 60°C/1 min. The cycle threshold (CT) value of a reaction is defined as the cycle number when the fluorescence of a PCR product can be detected above the background signal. Fold changes were calculated as Δ(ΔCT), where ΔCT = CT (target) – CT (control genes: *gpdA* and *rnlA*) and Δ(ΔCT) = ΔCT (stimulated: bacteria) - ΔCT (control condition: no bacteria). Data were collected from three biological replicates, with three technical replicates for each condition.

### Bioinformatic Analysis

The bioinformatic analysis was performed as described previously (Hanna et al., 2019). Briefly, RNA-seq libraries of *D. discoideum* exposed to bacteria or folate were compared to *D. discoideum* incubated in HL5c. 50 nt single-end reads were mapped to the *D. discoideum* genome (downloaded from dictybase) (Fey et al., 2008) using tophat (version 2.0.13) and bowtie2 (version 2.2.4) softwares. When applicable, the same procedure was applied to map reads to the relevant bacterial genome. As the RNA-seq data is stranded, parameter library-type was set to fr-second strand. Multi hits were not allowed, by using the option – max-multi hits 1. The other parameters were set to default. The read counts per gene were generated using HTSeq software (version 0.6.1) and the GFF annotation downloaded from dictybase (February, 2019). Options for htseq-count were -t exon – stranded = yes -m union. The counts were then imported in the R software package (version 3.2.2). The genes were filtered for minimal expression, by removing genes with an average through all samples lower than five reads. Normalization factors to scale the libraries sizes were calculated using edgeR. The read counts were then log-transformed and variance stabilized using voom. The log-transformed counts were then batch-corrected for date effect using the R package limma and the removeBatchEffect function.

A differential expression analysis used the R package limma, including the date batch effect in the design. In total six comparisons were performed (Supplementary Table S1). The genes having an adjusted *p*-value (using the Benjamini–Hochberg method) lower than 0.01 and an absolute log2 fold change ratio greater or equal than 2 were considered differentially expressed (Supplementary Table S2). The union of these genes was then taken for the following analyses.

The principal component analysis was generated using the R function prcomp, with centering and scaling of the data. The data were first corrected for date-batch effect before plotting all seven subpopulations. The first four principal components were considered and plotted versus each other.

For the tSNE analysis, the Rtsne package was used to plot the expression data. Dimensions were reduced to 2, with the parameters’ perplexity = 17 and theta = 0.

### Gene Ontology Analysis

For a Gene Ontology (GO) term analysis, topGO was used (version 2.36.0), as previously described (Hanna et al., 2019). In particular, a less stringent set of thresholds values were used to filter input of differentially expressed genes for the GO analysis: a *p*-value ≤ 0.05 and an absolute log2 fold change ratio ≥0.585 (corresponding to a fold change of at least 1.5). For each comparison, upregulated and down-regulated gene sets were fed separately to topGO. First, the weight01 algorithm was used to identify the lowest level significant terms for each comparison. Then, to compare the results between each comparison, the union of these terms was used to run the classical algorithm and subsequently the Fisher’s exact test. The Fold Enrichment (FE) for the enriched GO terms was calculated in the same manner as in DAVID (Huang da et al., 2009). To select the significant GO terms, an unadjusted *p*-value cutoff of 0.05 and a FE cutoff of 2 were used.

### Genes Expression Analysis Using Transcriptional Datasets

We analyzed in the transcriptional datasets the expression of 19 genes implicated in phagocytosis and intracellular killing, 17 *grls* genes encoding G-protein coupled receptors, 18 genes potentially implicated in intracellular signaling, 30 control genes encoding for protein with unknown function and 30 control genes selected randomly from amoeba genome. We also analyzed the whole set of detected genes as an additional control. The genes having an adjusted *p*-value lower or equal to 0.01 and an absolute log2 fold change ratio greater or equal than 1 were considered differentially expressed and were used in this analysis. The average fold change corresponds to the sum of the log2 fold change values divided by the number of studied genes in all conditions. The percentage indicates the number of differentially expressed genes divided by the number of studied genes in all conditions.

## Results

### Transcriptional Response of *D. discoideum* to Various Stimuli

In order to measure changes in gene expression when *D. discoideum* encounters different bacteria, we incubated *D. discoideum* in HL5c medium, or in HL5c medium supplemented with live bacteria or with 1 mM folate. Two species of Gram-positive bacteria were used (*B. subtilis* and *M. luteus*) as well as two strains of Gram-negative *K. pneumoniae* (pathogenic Kp21 and non-pathogenic KpGe), and one pathogenic mycobacterial species (*M. marinum)*. We kept cells in rich HL5c medium under all conditions and extracted cellular RNAs after a relatively short time (4 h) in order to minimize trophic effects caused by either nutrient depletion by bacteria or by the fact that *D. discoideum* could use ingested bacteria as food sources. Tetracycline, a bacteriostatic antibiotic was present in the HL5c medium and prevented the growth of extracellular bacteria. Accordingly, no extracellular bacteria growth was observed after 4 h of coculture with *D. discoideum* cells (Supplementary Figure S1A). In addition, and as expected, we did observe that *D. discoideum* cells ingested bacteria (Supplementary Figure S1B).

We then measured the expression levels of *D. discoideum* messenger RNAs (mRNAs) by RNA sequencing (RNA-seq), using the sequence reads that mapped to unique locations in the *D. discoideum* reference genome. 

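The values given here come from 29 libraries of *D. discoideum* RNA, each read as the number of reads per gene. They comprise 12 libraries of cells kept in HL5c medium (control), 4 of cells exposed to *B. subtilis* (Bs), 5 to *K. pneumoniae* KpGe, 1 to *K. pneumoniae* Kp21, 4 to *M. marinum* (Mm) and 3 to *M. luteus* (Ml). Folate was not analysed here. The authors made 50 nt single-end stranded reads, kept those that hit a single place in the genome and counted them per gene, so the deposited values are counts of reads. Reads assigned to genes ranged from 1745140 in KpGe 4 to 39777895 in control 9, with a median of 8834377 per library. The Bs libraries held 2941271 to 8020399, the Mm libraries 8607860 to 19456358, the Ml libraries 8441226 to 14262680 and the Kp21 library 3765195. Between 25.9% and 82.8% of the reads of a library lay outside genes, with more than 58.7% in controls 7, 8, 11, 12 and 13.

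The authors state that a batch correction was applied, and a table of corrected log2 values was deposited with the counts. The correction left the same offset in libraries handled together, and from these offsets 19 libraries fell into 5 groups, here called date groups. The other 10 libraries were assigned to the nearest group. Date group 1 holds Ml 1 and control 1. Date group 2 holds Ml 2, Ml 3, KpGe 1 and Kp21 2, and no control. Date group 3 holds controls 4 to 6, KpGe 2 and 3, Bs 1 and 2 and Mm 2 and 3. Date group 4 holds controls 7 to 10, KpGe 4, Bs 3 and Mm 4 and 5, and date group 5 holds controls 11 to 14, KpGe 5 and Bs 4. Fold changes against the control were fitted with edgeR on the counts, with the condition and the date group as terms, over the 9379 genes with a mean of at least 5 reads. Positive log2 fold changes stand for higher expression with bacteria, and each is given with its standard error. The paper calls the replicates biological, and a date group holds up to 4 control libraries, so each p-value measures the spread between these libraries and no more. Some pairs were much alike: the counts of Bs 1 and Bs 2 differed by a chi-square per degree of freedom of 1.92. For KpGe 2 and KpGe 3 it was 3.45, and for control pairs of the same date group 8.36 to 73.4. The measure also rises with depth. If such a pair came from the same culture, the n given for Bs and KpGe is too high and their p-values too low. With a single library, Kp21 is given values and no test.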

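Of 14020 genes in the deposited counts, 12998 had at least 1 read in some library and 9379 had a mean of at least 5 reads. The gene *gpdA*, which encodes a glycolytic enzyme, had a mean of 3075 reads per library, and *wipA*, which encodes a homolog of the WASP-interacting protein, had 484. At the other end, *glkA* had a mean of 8.28 reads and *grlR*, a receptor gene, 6.31. Values of such genes rest on few reads in the smaller libraries. The number of genes with reads in a single library ran from 8881 in KpGe 4 to 12074 in control 9. The deposited log2 table holds 8553 genes, of which 8 had a mean under 5 reads. Another 834 genes with a mean of at least 5 reads are outside that table.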

The expression of 8,553 genes was detected reliably under at least one condition (Supplementary Table S1). Among these, differentially expressed (DE) genes were determined by comparing expression levels in *D. discoideum* cultured in HL5c medium in the presence or absence of each bacterial species or strain. Under each condition, genes were considered to be differentially regulated if the absolute average transcript value varied at least 4-fold with an adjusted *p*-value below or equal to 0.01 (Supplementary Table S2). 

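At an adjusted p of at most 0.01 and a change of at least 4-fold, 897 genes differed from the control with Bs, KpGe, Mm or Ml. Among the genes that passed with each of Bs, KpGe and Mm, DDB_G0286363 had log2 fold changes of 5.12 (standard error 0.434, n = 4), 3.06 (0.449, n = 5) and 2.04 (0.469, n = 4). For DDB_G0279871 they were 4.97 (0.535), 2.92 (0.723) and 2.66 (0.586), and for DDB_G0276271 4.51 (0.525), 2.71 (0.676) and 2.19 (0.589). DDB_G0267814 fell in the same 3 conditions, with log2 fold changes of -3.29 (0.479), -2.88 (0.496) and -2.71 (0.413). The edgeR adjusted p of these genes with Mm was 0.0025, 0.00176, 0.00831 and 2.81e-05. The means of DDB_G0279871 and DDB_G0276271 were 11.0 and 18.3 reads.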

By this relatively strict criterium, 1,021 genes were differentially expressed under at least one condition compared to the control condition (HL5c medium). This stringent threshold was more appropriate to analyze the specificity of the response to different bacteria. 

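The gene DDB_G0275497 was higher with Ml, with a log2 fold change of 4.69 (standard error 0.784, n = 3, edgeR adjusted p = 0.0146). DDB_G0289205 was also higher, by 6.79 (1.15, edgeR adjusted p = 0.0146). They were the only genes with Ml at an adjusted p of at most 0.05 and a change of at least 1.5-fold. At the same thresholds 4172 genes passed with Bs, 1968 of them up and 2204 down. With KpGe 1848 genes passed (670 up, 1178 down) and with Mm 1704 (1080 up, 624 down).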

Note that a less stringent selection (≥1.5-fold variation, *p*-value below or equal to 0.05) results in a significantly higher number of DE genes (see below). The number of differentially expressed genes varied markedly under different conditions, being maximal in cells exposed to *B. subtilis* (787 DE genes), high in cells exposed to *K. pneumoniae* (Kp21 and KpGe) and *M. marinum* (245, 116, and 162 DE genes, respectively), low in cells exposed to folate (27 DE genes) and null in cells exposed to *M. luteus* (Supplementary Table S2). 

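With Bs, 600 genes passed the strict thresholds, 335 up and 265 down. The uncharacterized gene DDB_G0273235 had the highest log2 fold change, 6.58 (standard error 0.260, n = 4, edgeR adjusted p = 6.25e-17), and *cxgS* followed with 6.31 (0.390, edgeR adjusted p = 7.4e-13). The early starvation gene *srsA* rose by 6.28 (0.455), DDB_G0288201 by 6.27 (0.261) and *aifC*, a homolog of the apoptosis-inducing factor, by 6.10 (0.522). The flavohemoglobin genes *fhbB* and *fhbA*, whose products detoxify nitric oxide, rose by 6.07 (0.259, edgeR adjusted p = 2.35e-16) and 5.33 (0.235, edgeR adjusted p = 4.51e-16). DDB_G0287765, DDB_G0267262, DDB_G0290839, DDB_G0272466 and DDB_G0280335 completed the 12 highest, between 5.61 and 5.92, and DDB_G0267262 lies at the start of chromosome 1 where many genes moved together. The lowest was *wipA* at -7.01 (0.895, edgeR adjusted p = 2.99e-07). DDB_G0278813 stood at -4.08 (0.191, edgeR adjusted p = 1.85e-15) and DDB_G0272356 at -3.68 (0.247, edgeR adjusted p = 4.19e-12). DDB_G0274203, DDB_G0295753, DDB_G0289551, DDB_G0273277, DDB_G0278167, DDB_G0271592, DDB_G0294659 and DDB_G0285203 lay between -4.55 and -3.74. DDB_G0274417 had 2 reads over the 4 Bs libraries and 159 in the controls of the same dates, a level 11.8 times lower with a counting interval from 3.22 to 98.4. For 578 of the 600 genes every Bs library lay on the same side of the control mean. The share of genes that went up depended on how libraries were scaled. Library totals shifted the median log2 fold change of all genes by 0.394 with Bs and 0.276 with Mm. The share was 55.8% with TMM scaling, 68.9% with edgeR's RLE scaling, 68.7% with DESeq2 and 83.5% with library totals.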

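With KpGe, 208 genes passed, 48 up and 160 down, and with limma-voom 52 up and 96 down. The highest was *cxgS* at 6.32 (standard error 0.397, n = 5, edgeR adjusted p = 3.82e-12), followed by DDB_G0273319 at 4.65, *srsA* at 4.58 (0.495) and DDB_G0273235 at 4.58. The flavohemoglobin genes *fhbB* and *fhbA* rose by 4.50 (0.258, edgeR adjusted p = 6.45e-13) and 4.08 (0.229, edgeR adjusted p = 5.74e-13). The Rab GTPase gene *rabR* rose by 4.16 (0.468, edgeR adjusted p = 1.86e-07) and *sqrdl*, a sulfide quinone reductase gene, by 3.60 (0.239, edgeR adjusted p = 1.25e-11). DDB_G0270060, DDB_G0287519, DDB_G0287765 and DDB_G0288201 lay between 3.74 and 4.39. Of the 12 lowest genes, 7 had no read in any KpGe library. Floors were taken as 3 reads over the 4 KpGe libraries of dates that hold a control. Against the controls of these dates *noxB*, an NADPH oxidase gene with 253 reads there, was at least 9.32-fold lower, DDB_G0269088 at least 5.49-fold, DDB_G0280663 at least 5.34-fold, DDB_G0280425 at least 3.65-fold, DDB_G0268784 at least 3.57-fold, DDB_G0281735 at least 3.17-fold and tRNA-Ser-GCU-4 at least 2.99-fold. DDB_G0279935, tRNA-Ser-GCU-7 and DDB_G0270810 had no read in these 4 libraries and 2, 1 and 1 in KpGe 1, with floors of 4.24-fold, 2.73-fold and 2.58-fold. DDB_G0285345 had 2 reads against 397 in these controls, a ratio of 21.9 with a counting interval from 6.04 to 182. The gene *glkA* had a log2 fold change of -6.20 (1.24, edgeR adjusted p = 0.000733). The floors and intervals cover counting error only. In 202 of the 208 genes every KpGe library lay on the same side of the control mean.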

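With Mm, 283 genes passed, 245 up and 38 down, and in each of them every Mm library lay on the same side of the control mean. The highest was DDB_G0281853 at 6.27 (standard error 0.479, n = 4, edgeR adjusted p = 2.12e-10). The next highest was DDB_G0267262 at 5.63. DDB_G0275497 stood at 5.28 (0.344, edgeR adjusted p = 1.18e-11), *cxgS* at 5.02 (0.422) and DDB_G0273289 at 4.90 (0.274, edgeR adjusted p = 1.08e-12). DDB_G0267262, DDB_G0267206, DDB_G0267328 and DDB_G0267184, at 4.62 to 5.63, all lie at the start of chromosome 1. DDB_G0294210, DDB_G0278391, DDB_G0289575 and DDB_G0290431 lay between 4.73 and 5.05. Among the genes that fell, DDB_G0281747 stood at -5.76 (0.642, edgeR adjusted p = 2.07e-07), and *lyrm4*, whose product takes part in iron-sulfur cluster assembly, at -5.50 (0.706, edgeR adjusted p = 2.36e-06). DDB_G0273029, DDB_G0274417, DDB_G0269342 and DDB_G0291314 lay between -4.38 and -3.30, beside 6 small heat shock genes of the Hsp20 family. Transfer RNA genes made up 75 of the genes that rose. Without Mm 5 the count of 283 became 184.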

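With Ml, 0 genes passed the strict thresholds with edgeR, 1 with DESeq2 and 0 with limma-voom, and 861 genes (9.18% of those tested) had an unadjusted p of at most 0.05. DDB_G0280949 had a log2 fold change of 6.81 (standard error 1.45, n = 3, edgeR adjusted p = 0.179). For DDB_G0272122 and DDB_G0274479 it was -2.17 (0.481) and -1.96 (0.429), each with an edgeR adjusted p of 0.179. In simulated data with the same libraries, 82% of 50 genes raised by 2.5 on the log2 scale in Ml were called at the strict thresholds, against 98% in Bs.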

Examination of volcano plots visualized these observations (Figure 1).

**FIGURE 1:**
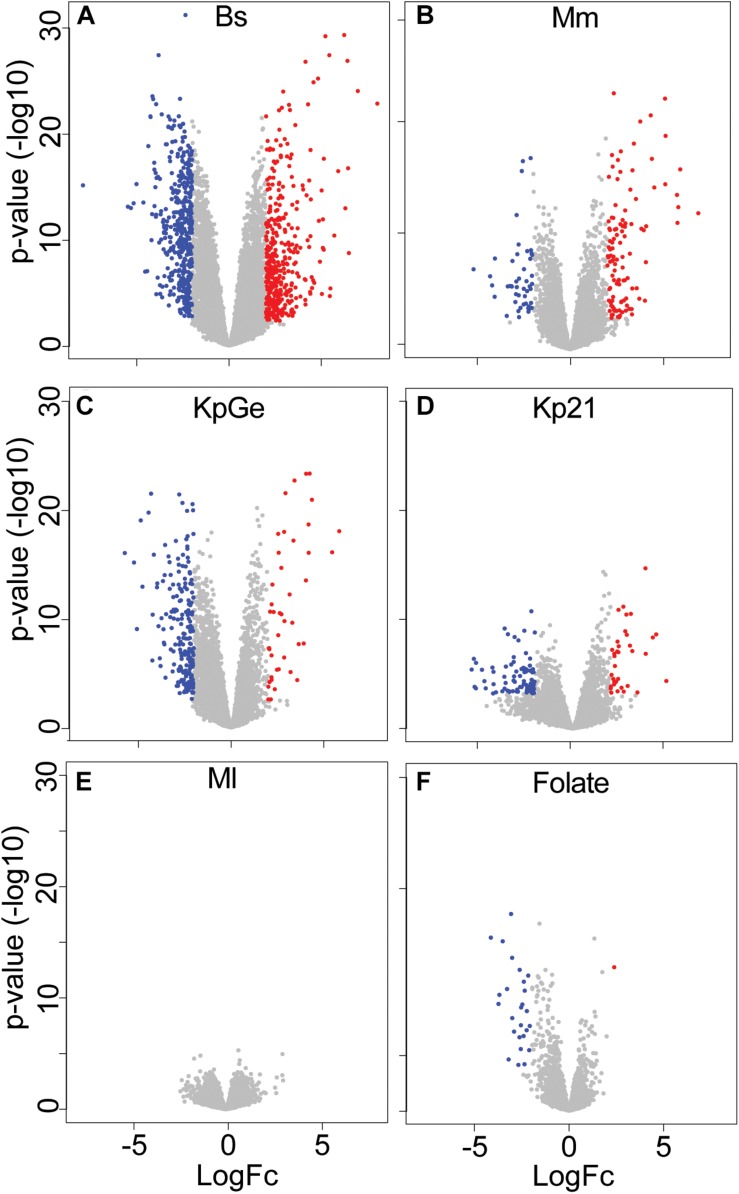
Summary of the RNA-seq analysis. Volcano plot representation of differential expression analysis of genes when the amoebae were exposed to different bacteria [**(A)** *B. subtilis* (Bs), **(B)** *M. marinum* (Mm), **(C)** *K. pneumoniae* non-pathogenic (KpGe) and **(D)** pathogenic LM21 (Kp21) strains, and **(E)** *M. luteus* (Ml)] or in the presence of folate **(F)**. Red and blue dots correspond to genes with significantly increased or decreased expression under each condition (fold changes ratio greater than 4 or less than –4 with an adjusted *p*-value ≤ 0.01). The *x*-axis shows the log2 of the fold changes of expression and the *y*-axis the adjusted *p*-value (–log10) for each gene.

### Specificity of the Transcriptional Response of *D. discoideum* to Various Stimuli

To visualize the specificity of the transcriptional responses induced by different bacteria, we indicated on a Venn diagram the set of differentially regulated genes defined by the stringent criteria defined above (Figure 2). 

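The gene *abiA* fell with Bs by 3.10 on the log2 scale (standard error 0.282, n = 4, edgeR adjusted p = 9.43e-10), while its values were 0.02 (0.215) with KpGe and -0.66 (0.243) with Mm. The phagosomal gene *lmpB*, a homolog of LIMP-2, fell with KpGe to -3.19 (0.244, n = 5, edgeR adjusted p = 1.47e-10) and stood at -1.16 (0.204) with Bs and 0.02 (0.192) with Mm. The ABC transporter gene *abcC9* rose with Mm to 2.88 (0.230, n = 4, edgeR adjusted p = 4.56e-10) and stood at 0.07 (0.271) with Bs and 0.02 (0.293) with KpGe. Of the 897 genes that passed the strict thresholds somewhere, 726 (80.9%) passed in a single condition, 148 in exactly 2 and 23 in 3. A gene counts here as single where it missed a threshold in the other conditions, which *lmpB* did with Bs.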

A large number of genes (802 out of 1,021) was differentially expressed only in a single condition, suggesting that the response to different stimuli was highly specific. Genes modulated only in the presence of one stimulus were numerous in the presence of *B. subtilis* (610 genes) but were also seen in cells exposed to *M. marinum* (75), *K. pneumoniae* KpGe (75), Kp21 (34), and even folate (8) (Figure 2). 

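Direct comparisons between conditions show how many of these genes differed. For *abiA* the edgeR adjusted p was 1.49e-08 between Bs and KpGe and 4.48e-07 between Bs and Mm. The kinase gene *pakB*, which passed the strict thresholds with Bs at -2.77 (standard error 0.258), had 2.49e-07 and 7.43e-06 in the same edgeR comparisons. For *lmpB* it was 2.03e-06 between KpGe and Bs and 5.31e-09 between KpGe and Mm. For *abcC9* it was 1.29e-07 between Mm and Bs and 4.41e-07 between Mm and KpGe. Of 436 genes that passed with Bs only, 328 (75.2%) differed from KpGe and 355 (81.4%) from Mm at an adjusted p of at most 0.05. Of 119 that passed with KpGe only, 62 (52.1%) differed from Bs and 98 (82.4%) from Mm. Of 171 that passed with Mm only, 74 (43.3%) differed from Bs and 127 (74.3%) from KpGe. The Mm count includes the transfer RNA genes. All these genes were picked for passing in a single condition of the same fit, which makes a difference between conditions more likely in advance.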

As a rule, genes that are differentially expressed in two different conditions vary in the same direction. For example, among the 61 genes differentially expressed in the presence of Bs and KpGe, 13 (21.5%) were upregulated and 48 (78.5%) downregulated.

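The uncharacterized gene DDB_G0285065 rose in 3 conditions, with log2 fold changes of 3.58 (standard error 0.224, n = 4) with Bs, 3.24 (0.229, n = 5) with KpGe and 2.82 (0.240, n = 4) with Mm. In *cmbB* the 3 values were 3.94 (0.149), 3.00 (0.155) and 2.23 (0.162). Exceptions were *gdcA*, at -2.01 (0.472) with Bs, -3.89 (0.596) with KpGe and 2.55 (0.383) with Mm, and the lipid transporter gene *abcA7*, at -2.34 (0.374), -2.95 (0.418) and 2.68 (0.277). Their edgeR adjusted p between KpGe and Mm was 6.26e-08 and 2.45e-09. Bs and Mm shared 105 genes, 89 up, 14 down and 2 in opposite directions. Of 41 tested genes at the start of chromosome 1, 30 passed upwards with Bs and 31 with Mm, so this stretch adds to the 89. For these genes, genomic DNA or other background in the Bs and Mm libraries is not excluded as a smaller part of the rise. KpGe and Mm shared 30, 19 up, 5 down and 6 in opposite directions. In percent, 100, 98.1 and 80.0 of the genes shared by Bs with KpGe, Bs with Mm and KpGe with Mm moved the same way.

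Because all conditions are compared with the same 12 controls, part of such sharing can come from the controls. If the lists of Bs and KpGe were independent, 1.71 genes up and 4.52 down would be shared. When each condition was compared with its own 6 controls over 20 splits, Bs and KpGe shared 70.5 genes on average, against 75.1 with the same 6 controls. For Bs and Mm these numbers were 78.1 and 86.9, and for KpGe and Mm 25.5 and 26.5.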

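Here 82 genes passed the strict thresholds with both Bs and KpGe, 33 (40.2%) up, 49 (59.8%) down and 0 in opposite directions. Of these, 23 also passed with Mm, 17 up and 4 down in every condition, while *gdcA* and *abcA7* rose with Mm. The paper does not say whether its counts of shared genes leave out such genes. The heat shock gene *hspI* rose by 5.24 (standard error 0.398, n = 4) with Bs and 3.15 (0.511, n = 5) with KpGe. The coproporphyrinogen oxidase gene *hemF*, of heme synthesis, rose by 3.13 (0.259) and 2.08 (0.270), the superoxide dismutase gene *sodE* by 2.67 (0.221) and 2.00 (0.237), and *patB* by 2.40 (0.200) and 2.72 (0.195). Genes that fell included the myosin gene *myoK* at -2.55 (0.347) and -2.15 (0.343), the GTPase gene *rapC* at -2.90 (0.421) and -2.42 (0.409), and *wipA*, which reached -3.39 (0.621) with KpGe. The size of the change differed between Bs and KpGe for *hspI* (edgeR adjusted p = 0.00222), *fhbB* (0.000375), *wipA* (0.0088) and DDB_G0273235 (1.31e-05). No difference was found for *cxgS* (edgeR adjusted p = 0.985), *sodE* (0.079) or *patB* (0.355).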

**FIGURE 2:**
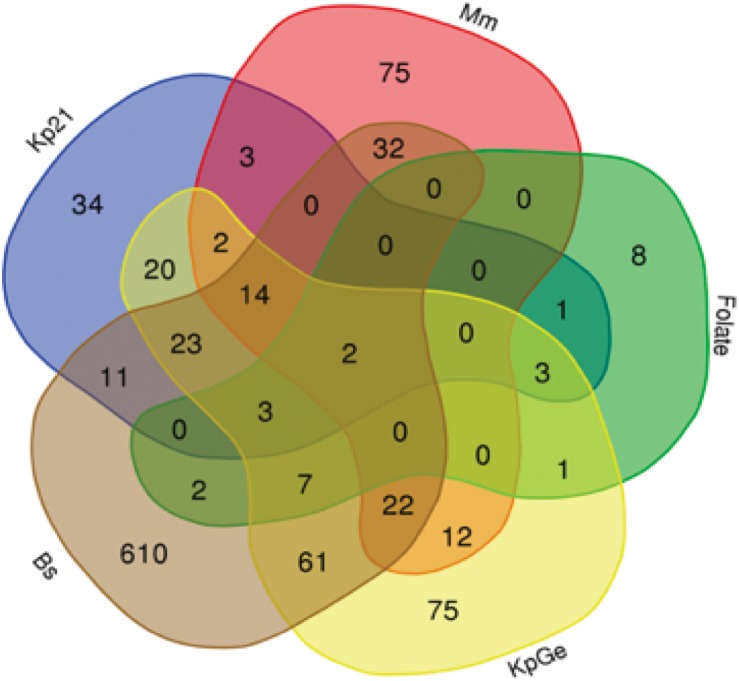
Specificity of transcriptional responses. Venn diagrams showing the number of differentially expressed genes in the presence of various bacteria: *K. pneumoniae* non-pathogenic (KpGe) and pathogenic LM21 (Kp21) strains, *B. subtilis* (Bs), *M. marinum* (Mm), and folate. The total numbers of differentially expressed genes are 787 in the presence of Bs, 245 in the presence of KpGe, 116 in the presence of Kp21, 162 in the presence of Mm, and 27 in the presence of folate (Supplementary Table S2).

### Validation of RNA-seq Results Using qRT-PCR

To validate the RNA-seq results we selected 23 genes that were up or down-regulated in cells exposed to *B. subtilis* and *K. pneumoniae* KpGe (Table 1). Of these 23 genes, 8 genes varied specifically in the presence of *K. pneumoniae* KpGe (K1-8) (5 up-regulated and 3 down-regulated), 11 in the presence of *B. subtilis* (B1-11) (7 up-regulated and 4 down-regulated), and 4 in the presence of both *K. pneumoniae* KpGe and *B. subtilis* (KB1-4) (2 up-regulated and 2 down-regulated). 

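In the counts, all 11 genes of the Bs group passed the strict thresholds with Bs, 7 up and 4 down, and all 11 differed between Bs and KpGe. DDB_G0294589 rose by 4.07, *abkC* by 2.66 (standard error 0.291, n = 4, edgeR adjusted p = 2.54e-08), while the RhoGAP gene *gacJ* fell to -2.19 (0.215, edgeR adjusted p = 3.63e-09). Of this group, DDB_G0280335 also passed with KpGe, at 2.02. Of the 8 genes of the KpGe group, 4 passed up and 1 down with KpGe, 0 passed with Bs, and 6 differed between KpGe and Bs. DDB_G0270060 stood at 4.39 with KpGe and 1.11 with Bs, DDB_G0279493 at 3.26 and -0.41, and the ABC transporter gene *abcG2* at 2.06 (0.173, n = 5, edgeR adjusted p = 8.67e-10) and -0.41. For *abcG2* the difference had an edgeR adjusted p of 1.83e-08. The ponticulin-like gene *ponC1* was at -4.47 with KpGe and -1.02 with Bs, and *psiG* at -2.32 with KpGe (1.25, edgeR adjusted p = 0.182). The 4 shared genes passed with KpGe, 2 up and 2 down, and 3 of them passed with Bs. The fourth, DDB_G0285345, was at -3.01 with Bs with an edgeR adjusted p of 0.0101. These genes were chosen by the study on these same samples, so the counts are not independent evidence. The reference gene *gpdA* had log2 fold changes of 1.24 with Bs and 0.68 with KpGe (edgeR adjusted p = 4.1e-06 and 0.00803). The other reference, *rnlA*, had -0.29 and 0.16 (edgeR adjusted p = 0.203 and 0.575).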

We then measured the expression profiles of these selected genes by reverse-transcription quantitative PCR (qRT-PCR) in three independent experiments, and compared the results with the transcriptional profiles deduced from the RNA-seq experiments (Figure 3). We observed a strong correlation between the results of RNA-seq experiments and those obtained by qRT-PCR (Pearson correlation, *R*^2^ = 0.895 and *R*^2^ = 0.902, using *K. pneumoniae* KpGe or *B. subtilis*, respectively) (Figure 3). From the 23 selected genes, 21 showed a qualitatively similar transcriptional profile using both methods and only two (KB4 and B3) did not (Figure 3).

**FIGURE 3:**
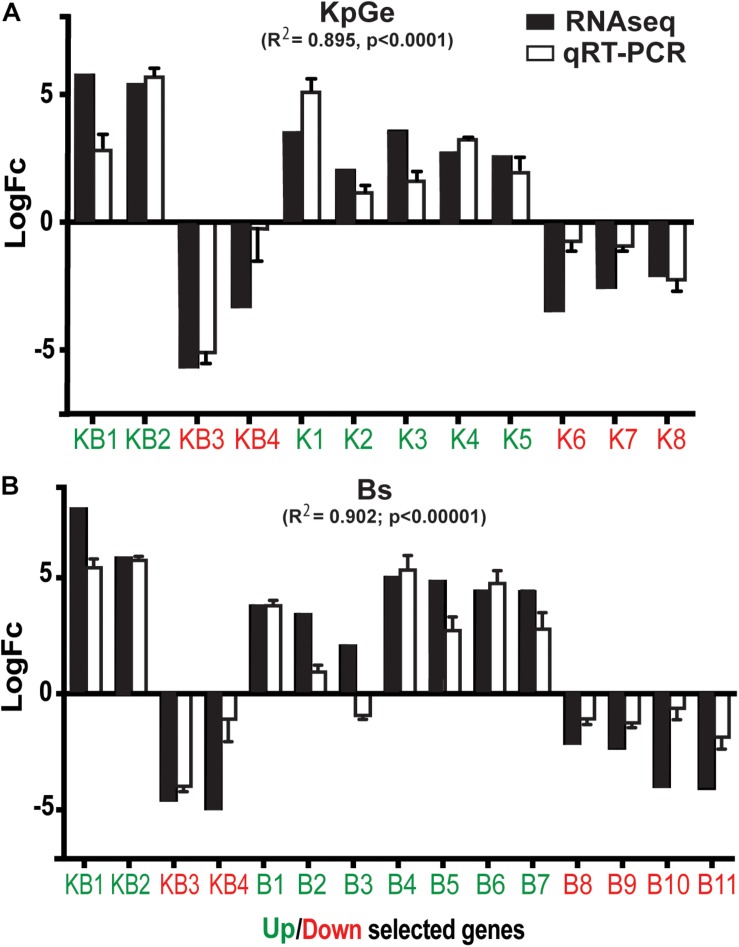
Expression and transcription profiles of selected genes. Expression profiles of selected genes observed using RNA-seq or qRT-PCR methods, when the amoebas were exposed to *K. pneumoniae* (KpGe) **(A)** or *B. subtilis* (Bs) **(B)**. 8 genes specific for the presence of KpGe (K1-8), 5 up-regulated (green) and 3 down-regulated (red); 11 genes specific for the presence of Bs (B1-11), 7 up-regulated (green), and 4 down-regulated (red); and 4 genes specific for the presence of both KpGe and Bs (KB1-4), 2 up-regulated (green) and 2 down-regulated (red). The Pearson correlation coefficients between RNA-seq and qRT-PCR results are indicated.

### Global Analysis of DE Genes Reveals Transcriptional Signatures Specific for the Exposure to Each Type of Bacterium

In order to visualize the similarities between the transcription profiles observed in each condition, as well as the reproducibility of the observed changes, we performed a Principal Component Analysis (PCA) using data from each independent experiment. To improve the relevance and consistency of the clustering, the data were first corrected for date-batch effect before plotting all seven subpopulations (Figure 4). The transcriptome of each sample was projected on two-dimensional planes with axes corresponding to the first two pairs of principal components (PCs). 

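Principal components were computed from all 29 libraries, on log2 CPM, reads scaled to a common library total, corrected for date group. The first and second carried 27.8% and 12.6% of the variance, 40.4% in all, and the next pair 10.6% and 9.28%, 19.9% in all. The libraries with the highest scores on the first component were the 4 of Bs, from 65.6 to 136 (mean 100, SD 39.1), against a control mean of -35.0 (SD 16.9, n = 12). On the second component the 5 KpGe libraries ran from 28.2 to 62.7.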

PC1 and PC2 accounted for 38% of the variation in the dataset, whereas PC3 and PC4 explained an additional 17% of the dataset variance (Figure 4). 

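Each of the 12 control libraries had another control library as its nearest neighbour over all genes, and the same held for the 4 Bs, 5 KpGe and 4 Mm libraries. None of the 3 Ml libraries had another Ml library as nearest neighbour. The mean distance between libraries of the same condition was 82.5 for Mm, against 127 to libraries of other conditions. For KpGe it was 97.4 against 132, for Bs 135 against 169, for the control 94.6 against 132, and for Ml 99.2 against 117. On the third component, in contrast, the scores of Bs 1 and Bs 2 less those of the controls of their date group were -93.8 and -91.8, while those of Bs 3 and Bs 4 were 73.8 and 39.5.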

A significant degree of similarity between biological replicates was evident in the PCA plots, since the results of each condition in different experiments appeared clustered. 

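On the first component all 4 Bs libraries scored higher than every control library (two-sided exact permutation test, p = 0.000549, the smallest p that 4 against 12 libraries allow). Here and below, libraries were shuffled over all dates and not within them, so these p-values can be too low. On the second component the 5 KpGe libraries (mean 46.7, SD 16.1) lay above the control libraries (mean -4.03, SD 16.0; exact permutation test, p = 0.000162). Adjusted over the family of comparisons, the exact p was 0.0022 in both cases. The separation held within date groups. For Bs on the first component, the means were 66.2 against -32.9 for the control in date group 3, 132 against -30.5 in date group 4 and 136 against -49.5 in date group 5. For KpGe on the second component they were 62.5 against 13.6, 47.4 against 0.601 and 28.2 against -18.5. Mm and KpGe had means of -6.88 and 16.8 on the first component. KpGe 1 and Kp21 belong to date group 2, which holds no control library.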

The first two principal components revealed that the *B. subtilis* and *K. pneumoniae* (KpGe and Kp21) samples formed two separate clusters, distinct from the four other conditions (control, *M. luteus*, *M. marinum*, and folate) (Figure 4A), indicating that there are profound differences in the transcription profiles induced by *K. pneumoniae* and *B. subtilis* bacteria. 

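The single Kp21 library scored 9.17 on the first and 52.4 on the second component, and its nearest neighbour was KpGe 2. Its mean distance was 129 to KpGe, 139 to Ml, 143 to Mm, 144 to the control and 179 to Bs. The gene *cxgS* had a log2 fold change of 5.24 in Kp21, and DDB_G0270060 had 7.25. The flavohemoglobin genes *fhbB* and *fhbA* had 3.77 and 3.26, *srsA* 2.27 and *sqrdl* 2.02. Date group 2 holds no control, so the Kp21 values reach the controls through KpGe 1 and the Ml libraries, and part of their likeness to KpGe is built in. Of the 208 genes that passed with KpGe, 194 had the same sign in Kp21 (93.3%, Wilson 95% interval 89.0% to 95.9%). In 20 simulated sets without any effect of bacteria, the 208 genes with the lowest p with KpGe had the same sign in 79.5% on average (highest 85.1%). Over all genes the share was 69.9%, and 60.2% in the simulated sets (highest 61.4%). Among the 12 highest and 12 lowest KpGe genes the exception was *noxB*, which had 0 reads with KpGe and a log2 value of 4.86 in Kp21. Across genes, which are not independent replicates, the correlation of Kp21 with KpGe was 0.410 over all 9379 (Spearman 0.477), against 0.256 (0.263) in the simulated sets (highest 0.298 and 0.282). It was 0.392 with Ml, which shares date group 2 with Kp21, 0.0887 with Bs and 0.0942 with Mm. In this 1 library, which was not tested, the median log2 value was 1.18 for rRNA processing genes, -1.74 for lysosomal enzymes, -2.39 for the Grl receptors and -4.05 for ponticulins. Unlike with KpGe, where their median was 0.0817, cytosolic ribosomal protein genes had a median of 0.8955 in Kp21. No error between replicates can be given for Kp21, and the Wilson interval covers the genes counted, not libraries.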

Remarkably the two strains of *K. pneumoniae* analyzed induced similar transcriptional adaptations (Figure 4A). 

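On the third component the 4 Mm libraries had a mean of 19.8 (SD 7.77), and the 12 control libraries 7.42 (SD 16.9; two-sided exact permutation test, p = 0.188). Within date group 3 the means were 26.1 for Mm and 28.0 for the control, and within date group 4 they were 13.5 and -5.43. On the fourth component the Mm libraries ran from 51.4 to 55.9 (mean 53.4, SD 1.95), and all lay above the control libraries (mean -19.6, SD 14.3; exact permutation test, p = 0.000549, adjusted exact p = 0.0022). DDB_G0281853, the gene with the highest fold change in Mm, had 26.6 CPM (SD 9.41, n = 4) there, against 0.388 (SD 0.419, n = 12) in the control.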

The principal components 3 and 4 clustered *M. marinum* samples together away from the other samples (Figure 4B). As would be expected from the analysis described above, exposure to *M. luteus* or to folate did not generate a significant global change in the transcriptional profile of *D. discoideum*. Indeed, to validate these results, we plotted the data on a tSNE plot and we observed that the clustering was similar to that reported above (Supplementary Figure S2).

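For Ml the two-sided exact permutation p against the control was 0.0857, 0.881, 0.793 and 0.0374 on the first to the fourth component, and the lowest became 0.0748 after adjustment. DDB_G0275497 was the gene with the lowest p with Ml, and it also rose with Mm. The gene *cxgS*, among the highest with the other bacteria, stood at -0.10 (standard error 0.754, n = 3) with Ml and *srsA* at 0.18 (0.718). For *wipA* the value with Ml was -0.13 (0.887) and for *lmpB* -1.13 (0.324, edgeR adjusted p = 0.321). No member of the gene lists fixed beforehand passed with Ml when adjusted over all genes tested. Adjusted over the list alone, 1 lysozyme gene was up, *alyA* at 1.23 (0.403), and 1 proteasome gene down, *psmA1* (edgeR adjusted p over all genes = 0.419 and 0.203). Tested as sets with camera and a preset correlation, 6 lists were called with Ml, among them proteasome (camera adjusted p = 3.45e-07), cytosolic ribosomal (1.26e-05) and rRNA processing (5.01e-05) genes. With an estimated correlation the lowest camera adjusted p was 0.739. The power with 3 Ml libraries was lower than in other conditions. Of 50 simulated genes raised or lowered by 1 on the log2 scale, 18% were called at an adjusted p of at most 0.05, against 74% with Mm.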

**FIGURE 4:**
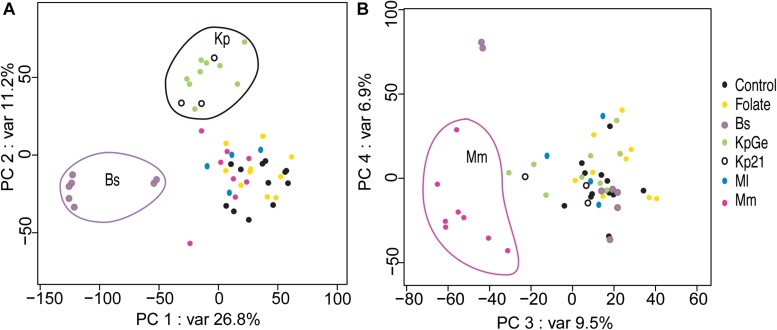
Principal component analysis. Each dot represents the expression profile of one sample in an independent experiment. The axis labels indicate the percentages of variance explained by each principal component. All analyses were performed including the experimental batch as a covariate in the statistical model. **(A)** The axes correspond to the first (*x* axis) and the second (*y* axis) principal components. **(B)** The axes correspond to the third (*x* axis) and the fourth (*y* axis) principal components. *B. subtilis* (Bs), *M. marinum* (Mm), *K. pneumoniae* non-pathogenic strain (KpGe) and pathogenic mutant (Kp21), and *M. luteus* (Ml).

Together these results suggest that *D. discoideum* mounts a robust transcriptional response when exposed to *M. marinum*, *K. pneumoniae*, and *B. subtilis*. 

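The sulfide quinone reductase gene *sqrdl* rose with Bs by 4.67 (standard error 0.243, n = 4, edgeR adjusted p = 1.64e-14) and with Mm by 1.75 (0.263, n = 4, edgeR adjusted p = 2.41e-05). With Mm the flavohemoglobin genes *fhbB* and *fhbA* rose by 4.04 (0.275, edgeR adjusted p = 2.89e-11) and 3.10 (0.249, edgeR adjusted p = 4.73e-10). The GTPase gene *rabR* rose by 4.87 (0.438) with Bs and 3.19 (0.491) with Mm. These 3 genes, *fhbA*, *fhbB* and *sqrdl*, form a list of nitric oxide and sulfide detoxification fixed beforehand, and all 3 were up with Bs, KpGe and Mm, also when adjusted over the list alone. Lists fixed beforehand were written before the counts were examined, though the paper had already reported results from these samples. As a set they had a camera adjusted p of 6.45e-06 with Mm, 0.0545 with an estimated correlation, which was 0.0434 with Bs and 0.00238 with KpGe. From its results together the paper proposes that *D. discoideum* responds robustly to these 3 bacteria.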

The responses elicited by these three very different bacteria (mycobacteria, Gram-negative and Gram-positive bacteria, respectively) differ markedly from each other.

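Between conditions, *abcA7* differed between Bs and Mm by -5.02 on the log2 scale (edgeR adjusted p = 1.13e-09) and *gdcA* by -4.56 (edgeR adjusted p = 4.66e-07). The proteasome gene *psmD6* differed between Bs and KpGe by 2.11 (edgeR adjusted p = 1.18e-06), and *myoK* between Bs and Mm by -2.02 (edgeR adjusted p = 0.000168). Across all genes tested, fold changes correlated by 0.406 between Bs and KpGe, 0.521 between Bs and Mm and 0.137 between KpGe and Mm. Those at the start of chromosome 1, which rose with both Bs and Mm, are included. Genes are not independent replicates, and simulated data without effects gave 0.186, 0.252 and 0.195 from the shared controls alone. The covariance of the fold changes was 0.408, 0.464 and 0.0988, against 0.0308, 0.0317 and 0.0285 in the simulated data. The paper states that the 3 responses differ markedly from each other.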

### Functional Categorization of DE Genes Shows Bacteria-Specific Enriched Pathways

To reveal the biological pathways that underline the specific signatures visualized by PCA, we performed GO analysis based on a broader set of DE genes by using a less stringent cut off for the fold change (≥| 1.5|) and the adjusted *p*-value (≤0.05). 

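At an adjusted p of at most 0.05 and a change of at least 1.5-fold, 5522 genes passed with Bs, KpGe, Mm or Ml. Genes that passed only at these wider thresholds include the vesicle fusion gene *vamp7A* with Bs, at 1.03 (standard error 0.191, n = 4, edgeR adjusted p = 5.8e-05). The nuclear export gene *nmd3* rose with Bs by 1.38 (0.289, edgeR adjusted p = 0.000255), and the kinase gene *rpkA* with Mm by 1.13 (0.148, edgeR adjusted p = 2.98e-06).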

The 5365 DE genes were subjected to a topGO enrichment analysis of biological processes. To more finely appreciate the pathways that are stimulated or repressed, DE genes were separated in up and down categories for the analysis (Supplementary Table S3 and Supplementary Figure S3). The GO enrichment data were selected based on their enrichment factor (EF) (≥2) and *p*-value (≤0.05) (Figure 5). Some biological processes appeared relatively consistently down-regulated in response to the different bacteria and are, for the most part, associated with cell growth (cell division, peptidoglycan catabolic process, base-excision repair and DNA replication) (Box 1 in Supplementary Figure S3). 

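The thymidylate synthase gene *thyA* stood at -2.32 (standard error 0.279, n = 4, edgeR adjusted p = 1.12e-07) with Bs and -2.45 (0.285, n = 5, edgeR adjusted p = 3.23e-07) with KpGe. The clamp gene *pcna* stood at -1.66 (0.440) and -1.55 (0.400), and the helicase gene *mcm6* at -1.81 (0.268) with Bs and -0.79 (0.236, n = 4, edgeR adjusted p = 0.0168) with Mm. Of 32 replication genes listed beforehand, 19 were down and 1 up with Bs (19 down when adjusted over the list alone), 19 were down with KpGe (21 over the list alone) and 2 with Mm. With libraries scaled by their totals, 5, 15 and 0 were down. Of 30 mitosis genes, 19 were down with Bs, 18 with KpGe (20 over the list alone) and 0 with Mm, or 7, 16 and 0 with library totals. They include the aurora kinase gene *aurK* at -2.30 (0.464) and the polo-like kinase gene *plk* at -2.12 with Bs, and *icpA* at -2.03 (0.443) with KpGe. For replication camera gave an adjusted p of 6.29e-05 with Bs, 1.32e-07 with KpGe and 0.0485 with Mm, and 0.503, 0.366 and 0.631 with an estimated correlation.

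Of the genes printed in Table S3, 81 under cell division were tested, and 50 were down and 10 up with Bs, 33 down and 2 up with KpGe and 11 down and 4 up with Mm, with 5 down in all 3. Under DNA replication (54 genes) 27, 26 and 5 were down and 3, 1 and 0 up, with 4 down in all 3. Under base-excision repair (10 genes) 4, 5 and 1 were down and 2, 0 and 0 up. One of these was the glycosylase gene *ogg1*, at 2.46 (0.454, edgeR adjusted p = 5.65e-05) with Bs. Under peptidoglycan catabolism (10 genes) 6, 9 and 4 were down, 4 of them in all 3, and 1, 0 and 2 were up. The lysozyme gene *alyB* was down in all 3, at -1.12 (0.230) with Bs, -1.99 (0.259) with KpGe and -1.53 (0.232) with Mm. The study drew these lists from the same samples, so the counts are not independent evidence.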

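The 17 genes that passed the strict thresholds upwards with each of Bs, KpGe and Mm were *cxgS*, *srsA*, *aifC*, *fhbB*, *fhbA*, *rabR*, *cmbB*, DDB_G0273235, DDB_G0288201, DDB_G0280335, DDB_G0286363, DDB_G0279871, DDB_G0273319, DDB_G0276271, DDB_G0274231, DDB_G0289519 and DDB_G0285065. With Mm, *srsA* rose by 4.17 (standard error 0.514, n = 4, edgeR adjusted p = 1.19e-06) and *aifC* by 2.64 (0.655, edgeR adjusted p = 0.00461). Another 4 genes passed downwards in all 3 conditions, DDB_G0293744, DDB_G0267814, DDB_G0295753 and *hspG12*. DDB_G0295753 stood at -4.19 (0.342) with Bs, -4.35 (0.361) with KpGe and -2.58 (0.273) with Mm.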

To the contrary, no functional group was up-regulated in common in response to all types of bacteria. Interestingly, and corroborating the PCA analysis, the transcriptome signatures varied markedly between the different types of bacteria. For example, in the presence of *M. marinum*, *D. discoideum* induces the transcription of genes related to endosome to lysosome transport (including the ESCRT machinery), lipid transport and proteolysis (including ubiquitin-mediated degradation) (Figure 5 and Box 2 in Supplementary Figure S3). This data suggests that *D. discoideum* senses *M. marinum* as a stress or that *M. marinum* induces a starvation-like condition (Hanna et al., 2019). In contrast to *M. marinum*, the lipid transport group was down-regulated in the presence of *B. subtilis* (Figure 5). 

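The ESCRT genes *vps4*, an ATPase that takes the complex apart, *vps32* and *vps2A* rose with Mm by 1.39 (standard error 0.204, n = 4, edgeR adjusted p = 1.93e-05), 1.32 (0.251, edgeR adjusted p = 0.00039) and 1.21 (0.231, edgeR adjusted p = 0.000394). The ALIX homolog gene *alxA* rose by 0.74. Of 14 ESCRT genes listed beforehand, 5 were up and 0 down with Mm, and 5 when adjusted over the list alone. With Bs 4 were up and 4 down, among them *tsg101* at -1.67 (0.162, edgeR adjusted p = 2.98e-09) and *vps22* at 1.22, and with KpGe 0 were up and 2 down, with *vps2B* at -2.23. Tested as a set with Mm, they had a camera adjusted p of 0.000747, or 0.197 with an estimated correlation.

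The cysteine protease gene *cprC* rose with Mm by 3.44 (0.580, edgeR adjusted p = 0.000109). Of the genes of Table S3, 5 under endosome to lysosome transport were tested, and 1 was up with Mm and 3 with Bs. Of 18 under lipid transport, 5 were up and 2 down with Mm. The transporter genes *abcA6* and *abcA2* stood at 1.99 (0.222) and 1.55 (0.168). Of 85 under proteolysis, 13 were up and 4 down with Mm, against 42 up and 24 down with Bs. Of 70 under ubiquitin-dependent catabolism, 8 were up and 3 down with Mm. The study drew these lists from the same samples, so the counts are not independent evidence.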

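With Bs, *abcA2* stood at -1.47 (standard error 0.196, n = 4, edgeR adjusted p = 6.12e-07), *abcA6* at -1.37 (0.264), *abcA3* at -1.22 (0.274) and *abcA1* at -1.20 (0.167, edgeR adjusted p = 1.12e-06). DDB_G0269380 rose instead, by 1.82 (0.154, edgeR adjusted p = 2.49e-10). Of the 18 genes under lipid transport in Table S3, 7 were down and 3 up with Bs, and with KpGe 6 were down and 3 up, so their median log2 fold change was -0.42 with Bs, -0.56 with KpGe and 0.42 with Mm. These genes are not independent evidence, as the study drew the list from the same samples. Of 9 oxysterol-binding protein genes listed beforehand, 3 were up with Bs, with *osbG* at 1.22 (0.163, edgeR adjusted p = 6.32e-07). With KpGe 2 were up and 3 down, with *osbL* at -2.33 (0.564, n = 5, edgeR adjusted p = 0.00316). With Mm 1 was up (4 with library totals), *osbK*, at 2.31 (0.392, n = 4, edgeR adjusted p = 0.000113). For the 9 genes as a set the camera adjusted p was 0.274, 0.688 and 0.012, the last 0.197 with an estimated correlation.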

The most enriched up-regulated genes in response to *B. subtilis* fell into RNA-related functional groups (rRNA processing, ribosomal large subunit export from nucleus), and the TCA cycle. 

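The ribosome assembly genes *nhp2l1* and *rrs1* rose with Bs by 2.01 (standard error 0.308, n = 4, edgeR adjusted p = 4.56e-06) and 1.76 (0.285, edgeR adjusted p = 1.04e-05). With KpGe *mak16l* rose by 1.15 (0.228, n = 5, edgeR adjusted p = 0.00051). Of 40 rRNA processing genes listed beforehand, 25 were up and 1 down with Bs (25 up when adjusted over the list alone), 18 up with KpGe (20 over the list alone), and 3 up and 2 down with Mm. Scaling by library totals gave 30 up with Bs, 6 with KpGe and 4 with Mm. The set had a camera adjusted p of 3.22e-05 with Bs and 1.23e-08 with KpGe, and 0.507 and 0.366 with an estimated correlation. The citrate synthase gene *gltA* rose with Bs by 1.25 (0.261, edgeR adjusted p = 0.000243) and the malate dehydrogenase gene *mdhA* with KpGe by 0.93 (0.172, edgeR adjusted p = 0.000238). Of 21 TCA cycle genes, 5 were up and 2 down with Bs, 6 up and 2 down with KpGe, and 3 down with Mm, and with library totals 10 up and 1 down, 4 up and 3 down, and 0 down. Here camera's adjusted p was 0.492, 0.000886 and 0.00183, and for KpGe and Mm 0.366 and 0.301 with an estimated correlation.

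Of the genes in Table S3, 69 under rRNA processing were tested, of which 35 were up and 5 down with Bs and 26 up and 4 down with KpGe. Of 4 under export of the large subunit, 3 and 2 were up, and of 18 under the TCA cycle 8 and 6, with 2 down in each. With Mm 7, 0 and 0 of these genes were up and 6, 0 and 3 down. The study drew these lists from the same samples, so they are not independent evidence.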

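Of the 7 genes under spindle assembly in Table S3, 5 were down and 1 up with Bs, and 4 were down with KpGe. The kinesin gene *kif13* stood at -1.92 (standard error 0.405, n = 4) with Bs and -1.66 (0.377, n = 5) with KpGe, and the gamma-tubulin complex gene *spc97* at -1.70 (0.307) with Bs. The dynein gene *dhcA* rose with Bs, by 0.72 (0.104, edgeR adjusted p = 2.15e-06). Among the lysozyme genes under defense, *alyC* stood at -1.75 (0.375, edgeR adjusted p = 0.000326) with Bs and -1.50 (0.393) with KpGe, and *alyD-1* at -2.62 (0.330, edgeR adjusted p = 1.18e-06) with KpGe. Of the 4, 2 were down with Bs, 4 with KpGe and 2 with Mm. Of 39 genes of G protein-coupled receptor signaling, 20 were down and 6 up with Bs, 14 down and 2 up with KpGe, and 3 down and 3 up with Mm. These lists were drawn by the study from the same samples and are not independent evidence. Of 5 lysozyme genes listed beforehand, 3 were down with Bs (1 with library totals), and with KpGe 4 were down and 1, *alyL*, was up. As a set they had a camera adjusted p of 0.236 and 0.0772. Of 15 receptor genes outside the Grl family, 4 were down with Bs and 3 with KpGe. The cAMP receptor gene *carD* stood at -2.55 (0.672, edgeR adjusted p = 0.00247) and -3.44 (0.811, edgeR adjusted p = 0.00254). Camera's adjusted p was 0.704 and 0.0597.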

In parallel, mitotic spindle assembly, defense to Gram-positive bacteria, and the GPCR signaling pathway were down-regulated (Figure 5). On the other hand, the transcriptomic response of *D. discoideum* to *K. pneumoniae* KpGe differed from that induced by other bacteria, and groups related to histone acetylation and signaling-related biological processes groups (small GTPase-mediated signal transduction, Rho, and phosphatidylinositol metabolic process), were down-regulated (Figure 5). 

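The RhoGEF gene *gxcK* stood at -3.60 (standard error 0.379, n = 4, edgeR adjusted p = 1.22e-08) with Bs and -1.43 (0.306, n = 5) with KpGe, and *gxcW* at -2.53 (0.203) and -1.40 (0.179). The gene *gxcF* stood at -1.73 (0.286) and *docC* at -2.06 (0.398, edgeR adjusted p = 0.000382) with KpGe. The RhoGAP gene *gacC* rose with Bs, by 2.42 (0.324, edgeR adjusted p = 6.19e-07). Of 81 Rho regulator genes listed beforehand, 56 were down and 4 up with Bs (57 and 5 when adjusted over the list alone), 20 down and 2 up with KpGe (23 and 2) and 15 down and 3 up with Mm (19 and 3), while scaling by library totals gave 33 down and 9 up with Bs, 19 down with KpGe, and 1 down and 3 up with Mm. Camera's adjusted p was 1.63e-11, 0.000181 and 1.37e-06, and 0.189, 0.366 and 0.253 with an estimated correlation. Of 25 RasGEF genes, 18 were down and 2 up with Bs, with *gefM* at -2.54 (0.280, edgeR adjusted p = 2.79e-08), and 7 with KpGe, with *gefQ* at -2.12 (0.367, edgeR adjusted p = 0.00011). Over the list alone these were 19 and 8, and with library totals 8 and 8.

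Of the genes in Table S3, 34 under Rho signaling were tested, and 32 were down with Bs and 9 each with KpGe, where 1 was up, and Mm, while 25 were lower in Bs than in KpGe. Of 18 under histone acetylation, 15 were down with Bs, 5 down and 1 up with KpGe and 0 with Mm, with 10 lower in Bs than in KpGe. DDB_G0293300 stood at -1.66 (0.160, edgeR adjusted p = 2.61e-09) with Bs and -0.93 (0.147, edgeR adjusted p = 3.23e-05) with KpGe. Of 97 under small GTPases, 52 were down and 19 up with Bs, and 29 down and 5 up with KpGe. Of 38 under phosphatidylinositol metabolism, 20 were down and 10 up with Bs, and 8 down and 2 up with KpGe, with *Dd5P1* at -2.67 (0.249) and -0.94 (0.212). These lists were drawn by the study from the same samples and are not independent evidence.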

The most enriched biological processes groups were related to cell metabolism such as the pentose-phosphate shunt, a parallel pathway to glycolysis and a precursor for the synthesis of nucleotides, detoxification (iron-sulfur cluster assembly), and ubiquitin dependent catabolic process (Figure 5).

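The glucose 6-phosphate dehydrogenase gene *g6pd-1* rose with Bs by 1.64 (standard error 0.124, n = 4, edgeR adjusted p = 3.15e-11), and the transaldolase gene *tal* by 1.21 (0.224, edgeR adjusted p = 5.64e-05). Of 7 pentose phosphate genes listed beforehand, 3 were up with Bs, 1 down with KpGe and 2 down with Mm (6, 1 and 0 with library totals). With KpGe it was *rpiA* that fell, to -0.89 (0.277, n = 5, edgeR adjusted p = 0.0193). By camera the adjusted p was 0.034, 0.452 and 0.00717, the first and last 0.389 and 0.217 with an estimated correlation. The proteasome genes *psmD14* and *psmD13* rose with Bs by 2.28 (0.242, edgeR adjusted p = 1.45e-08) and 2.02, and the value of *psmD14* with KpGe was -0.59 (0.345, edgeR adjusted p = 0.227). Of 36 proteasome genes, 30 were up with Bs (31 when adjusted over the list alone), 0 up and 1 down with KpGe, and 1 up with Mm, where library totals gave 10 up. The one that fell with KpGe was *psmB3*, at -1.96 (0.381, edgeR adjusted p = 0.000393). With Bs camera's adjusted p was 8.74e-12, and 0.189 with an estimated correlation, and it was 0.688 with KpGe.

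Of the genes in Table S3, 12 under iron-sulfur cluster assembly were tested, and 10 were up with Bs, 3 with KpGe and 1 with Mm, with 9 higher in Bs than in KpGe. The gene *isca1* rose with Bs by 2.94 (0.354, edgeR adjusted p = 1.13e-07) and *rsc43* with KpGe by 1.40 (0.255, edgeR adjusted p = 0.000191). Of 9 under the pentose phosphate shunt, 4 were up with Bs, and 1 was up and 2 were down with KpGe. Of 70 under ubiquitin-dependent catabolism, 37 were up and 17 down with Bs, and 5 up and 7 down with KpGe. The study drew these lists from the same samples, and they are not independent evidence.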

**FIGURE 5:**
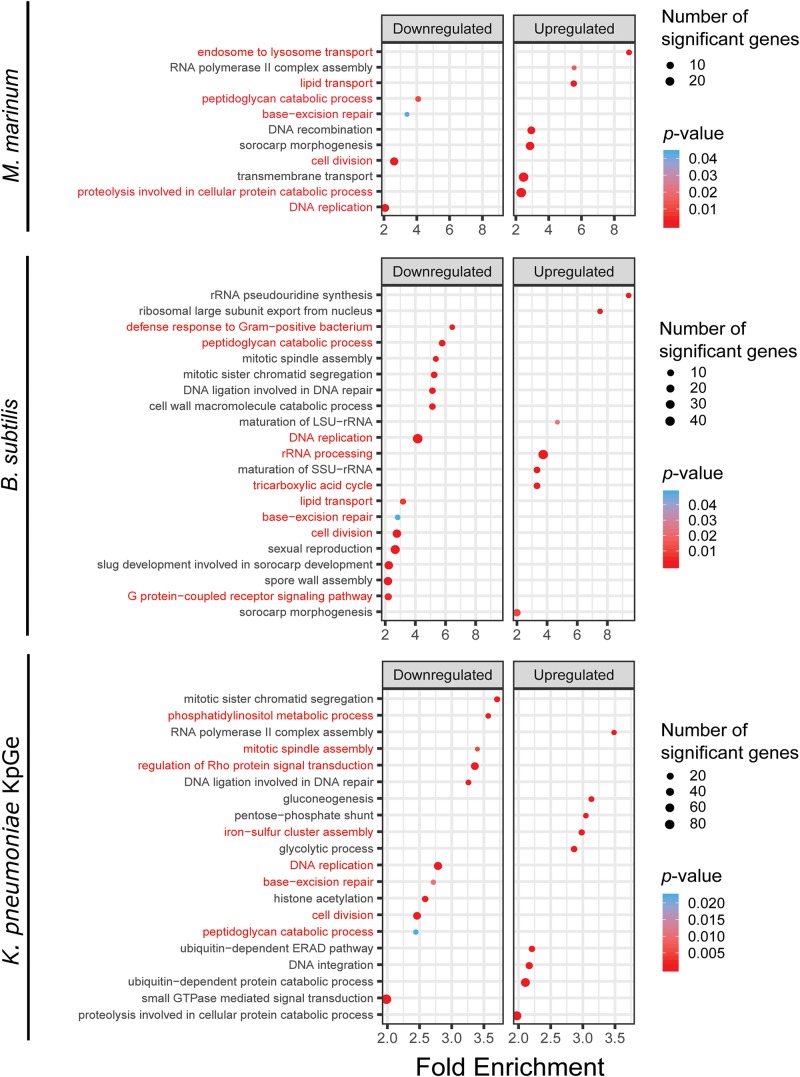
TopGO pathway analysis. GO term analysis was used to identify pathways related to biological processes overrepresented in genes that constitute the *D. discoideum* response to *M. marinum*, *B. subtilis* and *K. pneumoniae* exposure relative to mock controls. Genes that were differentially expressed by ≥1.5-fold with an adjusted *p*-value ≤ 0.05 were used as input for the topGO analysis, with up- and down-regulated genes considered separately. For each pathway, the fold enrichment (*x*-axis) was plotted against its *p*-value (color coding of the dots) and the count of significant genes in the respective GO term (dot size).

### Does Transcriptional Profiling Identify Genes Implicated in Bacteria Sensing?

One expects a cell to upregulate the expression of useful genes to respond to changes in its environment. Accordingly, one may for example expect genes upregulated in the presence of *K. pneumoniae* to be useful during sensing, ingestion or killing of *K. pneumoniae*. To verify this hypothesis, we analyzed in the transcriptional datasets the expression of genes that have been previously implicated in bacterial recognition (sensing and signaling), phagocytosis and intracellular killing (Figure 6 and Supplementary Table S4). Note that, contrary to the unbiased analysis presented in Figure 5, this analysis focused on a biased list of genes deemed by the authors to be particularly relevant. As detailed in the corresponding references (Supplementary Table S4), this list includes genes for which gene inactivation has been shown to result in defective phagocytosis, intracellular killing, sensing or intracellular signaling, or genes that seem likely to be involved in these processes (e.g., lysozyme involved in killing of bacteria, or GPCRs involved in sensing of extracellular signals). When cells were exposed to bacteria or folate, genes implicated in phagocytosis/killing and signaling were differentially expressed in 8.4% and 7.5% of the situations analyzed, respectively, a figure even lower than that observed upon analysis of 30 control genes of unknown function (12% of differential expression). 

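Among the phagocytosis and killing genes, *acapA* stood at -1.77 (standard error 0.237, n = 4, edgeR adjusted p = 6.13e-07) with Bs, the metal transporter gene *nramp1* at -1.02 (0.238, edgeR adjusted p = 0.000741) and the NADPH oxidase gene *noxA* at 1.07 (0.178, edgeR adjusted p = 1.34e-05). With KpGe the lysozyme genes *alyA* and *alyL* stood at -1.22 (0.279, n = 5, edgeR adjusted p = 0.00195) and 1.44 (0.198, edgeR adjusted p = 4.64e-06), and with Mm the integrin-beta-like gene *sibC* at -1.93 (0.301, n = 4, edgeR adjusted p = 3.69e-05). These are the 6 of 45 pairs of a gene and a condition that passed at an adjusted p of at most 0.01 and a change of at least 2-fold, 13.3% (Wilson 95% interval 6.26% to 26.2%). Of the signaling genes 2 of 45 pairs passed, 4.44% (1.23% to 14.8%). They were *tirA* at -1.08 (0.301, edgeR adjusted p = 0.00371) and the G protein beta subunit gene *gpbA* at 1.05 (0.223, edgeR adjusted p = 0.000292), both with Bs. Other members were near 0, such as *phg1A* at -0.21 and *sibA* at -0.04 with Bs. The 30 control genes of unknown function passed in 13 of 90 pairs, 14.4% (8.64% to 23.2%), 7 with Bs, 6 with KpGe and 0 with Mm. Two-sided Fisher's exact tests against these control genes gave p = 1 for phagocytosis and killing and p = 0.143 for signaling. The tests cover Bs, KpGe and Mm and 15 genes of each list, and pairs of the same gene are not independent.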

When the average fold change was analyzed, a similar result was obtained (0. 12-, 0. 11-, and 0.20-fold change for phagocytosis/killing genes, sensing genes and control genes, respectively) (Supplementary Table S4). 

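The absolute log2 fold changes of the pairs that passed, summed and divided by the number of all pairs, gave 0.188 for the phagocytosis and killing genes, 0.0474 for the signaling genes and 0.256 for the control genes of unknown function. In the first list *acapA* and *sibC* had the largest fold changes that passed, and in the second *tirA* and *gpbA*. Against 10000 random lists of the same size, the share of pairs that passed had p = 0.624 for phagocytosis and killing and p = 0.989 for signaling (one-sided, for a higher share).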

Similar results were observed using 30 control genes selected randomly from the amoeba genome or using all the genes detected in this study (Supplementary Table S4). This observation suggests that to the best of our knowledge, genes that are differentially expressed in the presence of bacteria or folate do not have a higher probability of being involved in phagocytosis, intracellular killing or signaling than control genes (Supplementary Table S4).

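Of 29 tested genes in the random control list, 9 of 87 pairs passed, 10.3%, of which 7 were with Bs, 1 with KpGe and 1 with Mm. Over all genes tested, 3853 of 28137 pairs passed, 13.7%. The random list holds DDB_G0267178, which lies at the start of chromosome 1, where genes rose together with Bs and Mm. Two-sided Fisher's exact tests of the control genes of unknown function gave p = 0.497 against the random list and p = 0.76 against all genes. The mean values were 0.200 for the random list and 0.248 for all genes.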

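The genes *phg1A* and *sibA*, with roles in adhesion to particles, and *gpaB*, a G protein alpha subunit gene, are examples that passed in none of the 3 conditions. Limited to genes and conditions that the paper's table and the counts both cover, the shares were 13.3% both in the paper and here for phagocytosis and killing (6 of 45 pairs each), 11.1% and 4.44% for signaling and 17.8% and 14.4% for genes of unknown function.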

**FIGURE 6:**
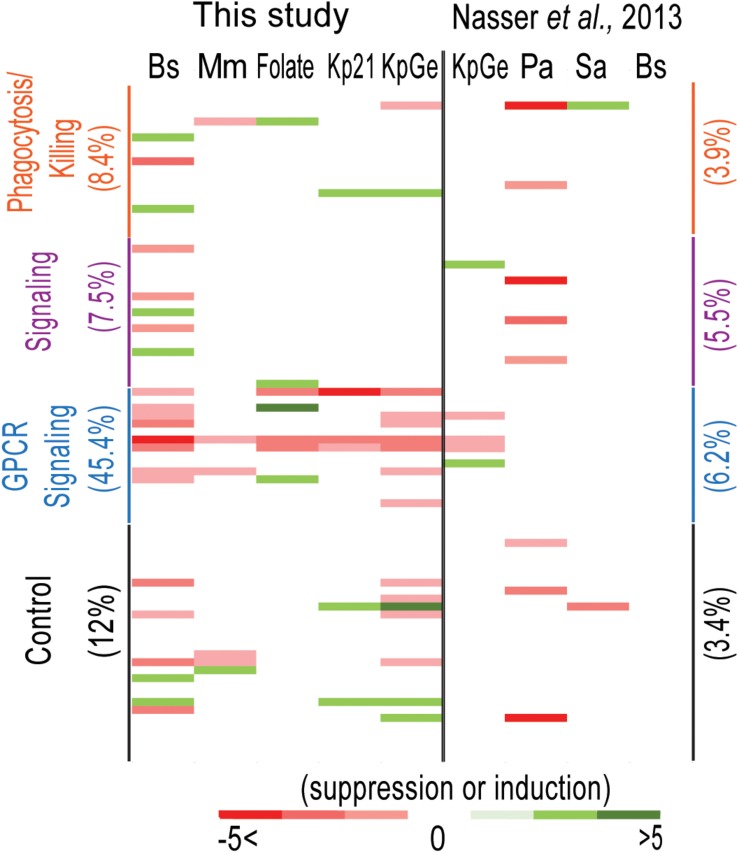
Analysis of the expression level of functionally significant genes. We compared the expression level of genes implicated in bacteria recognition (sensing and signaling), phagocytosis and killing (Supplementary Table S4) and 30 randomly selected genes with unknown function (control) under each of the studied conditions obtained in our study. A similar analysis was performed on the data published by Nasser and collaborators (Nasser et al., 2013). *B. subtilis* (Bs), *K. pneumoniae* LM21 (Kp21), *K. pneumoniae* (KpGe), *M. marinum* (Mm), *P. aeruginosa* (Pa), *S. aureus* (Sa), and folate. The percentage of genes that vary under each condition is indicated between brackets. Each variable for each bacterium was indicated with a color code varying from –5 to 5.

We also analyzed the expression of glutamate receptor-like proteins, known as Grl proteins (Heidel et al., 2011). Grls are known to act as receptors for extracellular signals (Thomas et al., 2018), and *grl*G and *grl*L have been proposed to act as folate receptors and LPS (Pan et al., 2018; Thomas et al., 2018). 

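Of the Grl receptor genes, *grlG* stood at -3.62 (standard error 0.740, n = 4, edgeR adjusted p = 0.00019) with Bs and -2.88 (0.687, n = 5, edgeR adjusted p = 0.00277) with KpGe. The gene *grlH* stood at -2.92 (0.743, edgeR adjusted p = 0.00468) with KpGe, and at -1.86 (0.630, edgeR adjusted p = 0.0153) with Bs. Values for *grlA* were 0.11 with Bs, -1.46 with KpGe and 0.44 with Mm, with edgeR adjusted p of 0.886, 0.186 and 0.59. For *grlL* they were -0.71 (0.369), -0.85 (0.360) and -0.19, with edgeR adjusted p of 0.109, 0.0856 and 0.75. Altogether 10 of 42 pairs of a tested Grl gene and a condition passed at an adjusted p of at most 0.01 and a 2-fold change, 23.8% (Wilson 95% interval 13.5% to 38.5%). Against the control genes of unknown function Fisher's two-sided exact test gave p = 0.221, and against random lists of the same size the one-sided p was 0.0928.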

We observed that the expression of 45.4% of these genes vary in particular *grlA*, *G, H*, and *L* (Figure 6 and Supplementary Table S4). The average fold change for this group of genes (1.04) was also much higher than in the controls. 

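Of the 10 pairs that passed, 8 were down and 2 up. Bs had 5 of them, with *grlC* at -2.90 (standard error 0.620, n = 4, edgeR adjusted p = 0.000319), *grlM* at -2.16 (0.399, edgeR adjusted p = 5.73e-05), *grlE* at -1.57 (0.297, edgeR adjusted p = 7.67e-05) and *grlF* at 1.60 (0.431, edgeR adjusted p = 0.00289) beside *grlG*. Mm had 3, *grlC* at -2.03 (0.538, n = 4, edgeR adjusted p = 0.00775), *grlM* at -1.61 (0.360, edgeR adjusted p = 0.00197) and *grlF* at 1.81 (0.398, edgeR adjusted p = 0.00174). The gene *grlR* did not pass with KpGe (edgeR adjusted p = 0.278), where it had 1 read against 64 in the control, a ratio of 7.08 over the dates that hold both, with a counting interval from 1.23 to 284. The mean over the pairs was 0.550. Listed beforehand and tested at an adjusted p of at most 0.05 and 1.5-fold, 1 of 14 Grl genes was up and 5 down with Bs, 6 down with KpGe (9 when adjusted over the list alone) and 2 up and 2 down with Mm. For the 14 genes the camera adjusted p was 0.647, 0.0134 and 0.651, the second 0.366 with an estimated correlation.

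**Figure D1:**
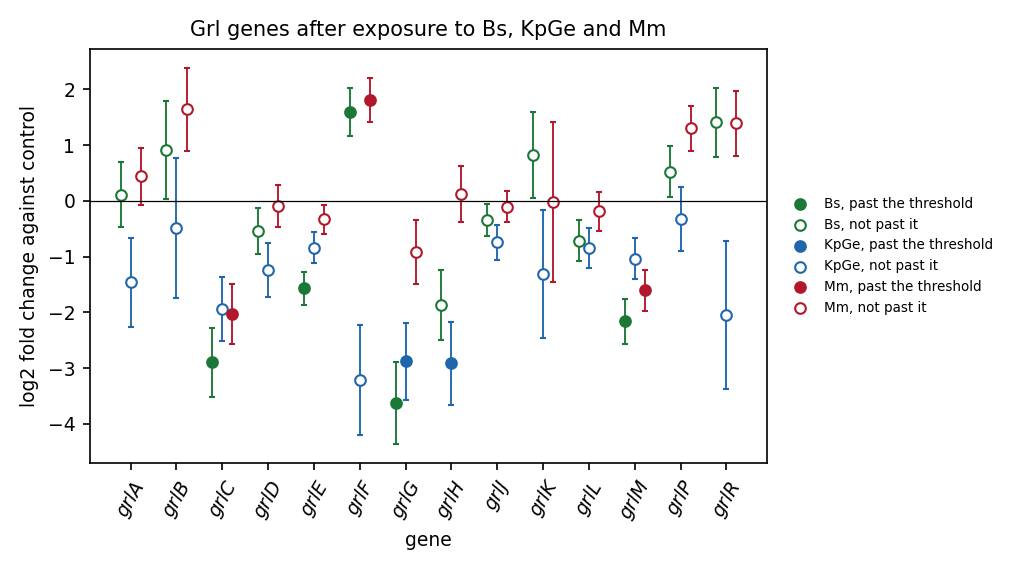
Log2 fold change against the control (vertical axis) of the 14 tested Grl genes (horizontal axis) with Bs, KpGe and Mm, with bars for 1 standard error. Filled points passed at an adjusted p of at most 0.01 and a 2-fold change, 8 of them below 0 and 2 above.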

We speculate that our RNA-seq experiments allow to identify genes implicated potentially in bacterial sensing.

Recently, Nasser and collaborators performed RNA-seq experiments, in which they compared the expression levels of *D. discoideum* genes grown in the presence of four different bacteria: two Gram-positive bacteria *B. subtilis* and *Staphylococcus aureus*, and two Gram-negative bacteria *K. pneumoniae* KpGe and *P. aeruginosa* (Nasser et al., 2013). It should be stressed that these experiments were conducted and analyzed in a very different manner than in the present study: *D. discoideum* cells were plated on a lawn of the indicated bacteria on Agar plates and allowed to grow for 16 h, i.e., for several generations. Variations of gene expression levels were calculated as the log2 ratio of averaged normalized mRNA abundance on that bacterial species to the maximum of the averaged scaled mRNA abundance on the other bacterial species (Nasser et al., 2013). It is thus almost impossible to carry out a direct comparison of the results obtained by us and by Nasser et al. (2013). We did, however, determine the expression levels of the selected set of amoebal genes in the RNA-seq experiments performed by Nasser et al. (2013). We found that differential expression of selected genes was observed in 3.9–6.25% of selected genes implicated in phagocytosis/killing/GPCRs (average fold change 0.08–0.15) (Figure 6 and Supplementary Table S4). However, using different sets of control genes, we observe a differential expression ranging from 3.44% (for genes with unknown functions) to 16.4% (average for all genes detected). Given these results, it is difficult to conclude if genes implicated in bacteria recognition (sensing and signaling), phagocytosis or killing are more represented than irrelevant genes among differentially expressed genes identified in this study.

## Discussion

*Dictyostelium discoideum* amoebae reside in soil environments that are inhabited by thousands of bacterial species (Curtis et al., 2002). It is unclear how amoebae cope with such a diversity and how they elaborate specific physiological responses to feed upon different bacteria. A detailed understanding of the amoebal response should increase our understanding of the interactions between amoebae and bacteria and may reveal novel antibacterial strategies in eukaryotes. In this study, we analyzed by RNA-seq the transcriptome of *D. discoideum* cells exposed to various bacteria. Our results show that *D. discoideum* responds very differently when exposed to different bacteria, both quantitatively and qualitatively. 

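The number of genes that passed the strict thresholds, 600 with Bs, 283 with Mm, 208 with KpGe and 0 with Ml, varied with the libraries used. Leaving out Bs 4 gave 426 with Bs and leaving out Bs 2 gave 733. Leaving out KpGe 5 gave 160 with KpGe. The gene *wipA* had 0.535 CPM (SD 0.250, n = 4) with Bs and 66.0 (SD 52.0, n = 12) in the control, with values of 6.82 (SD 2.39, n = 5) with KpGe, 49.2 (SD 27.9, n = 4) with Mm and 63.8 (SD 25.9, n = 3) with Ml.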

Some bacteria elicit virtually no transcriptional response (*M. luteus*), others a moderate response (*K. pneumoniae*, *M. marinum*), and still others a strong response (*B. subtilis*). The amoebal response to each bacterium is largely specific. Although it has been proposed that secreted bacterial folate is an important signal sensed by *D. discoideum*, response to folate was much more limited than response to bacteria. These observations suggest that beyond folate many other bacterial molecules are recognized by *D. discoideum*.

We confirmed the RNA-seq data obtained in the current study, by testing the expression of 24 selected genes using qRT-PCR. Of these 24 genes, 22 were found to vary in the manner predicted by RNA-Seq analysis when cells were exposed to *K. pneumoniae* or *B. subtilis*. This confirmed that the RNA-seq data obtained in the current study is a reliable reflection of the transcriptional adaptation of *D. discoideum* to various bacteria. Defining this set of genes specifically regulated in the presence of *K. pneumoniae* and *B. subtilis* provides a tool that can be used in the future to test whether various *D. discoideum* mutants are capable of adapting their transcriptional profiles to the presence of these bacteria.

Phagocytosis is the major mechanism by which amoebae digest intracellular bacteria with the purpose of nutrient acquisition. However, pathogenic bacteria, including *M. marinum*, have evolved mechanisms to escape degradation in the phagosomes. In *D. discoideum*, as in other phagocytes, some bacteria escape from the phagosome by inducing membrane damage (Cardenal-Muñoz et al., 2017). In the present experiments, the exposure of *D. discoideum* to *M. marinum* triggered some specific transcriptional changes that were also revealed in a time-resolved RNA-Seq profiling of the major steps of infection (Hanna et al., 2019). Indeed, the data clearly identify signatures specific to an *M. marinum* infection, with an up-regulation of many host defense pathways, including the ESCRT-mediated repair of the membrane of the mycobacteria-containing vacuole (López-Jiménez et al., 2018) as well as both lysosomal and autophagy-related degradation pathways (Cardenal-Muñoz et al., 2017; Hanna et al., 2019). 

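The cysteine protease genes *cprB* and *cprF* rose with Mm, by 1.86 and 1.18 (standard error 0.179, n = 4, edgeR adjusted p = 2.85e-05), while the phospholipase B gene *plbF* stood at -1.55 (0.264, edgeR adjusted p = 0.000121). Of 30 lysosomal genes listed beforehand, 6 were up and 5 down with Mm (6 up and 7 down when adjusted over the list alone, 7 up and 2 down with library totals), and camera's adjusted p was 0.485. With KpGe 17 were down and 1 up (17 down over the list alone), with the alpha-mannosidase gene *manA* at -2.21 (0.238, n = 5, edgeR adjusted p = 9.92e-08) and the N-acetylglucosaminidase gene *nagA* at -2.33, and camera's adjusted p was 1.23e-08, or 0.0115 with an estimated correlation. With Bs 16 were down and 3 up (11 and 5 with library totals), with *nagA* at -2.20 (0.364, n = 4, edgeR adjusted p = 1.35e-05), and camera's adjusted p was 0.00914, or 0.355 with an estimated correlation. The autophagy genes *atg12* and *atg18* rose with Mm by 1.24 (0.141, edgeR adjusted p = 2.9e-07) and 1.02, and *atg7* fell to -1.19 (0.201, edgeR adjusted p = 0.000112). Of 13 autophagy genes, 3 were up and 1 down with Mm, 4 up and 2 down with Bs (5 up over the list alone) and 2 up with KpGe (7 up and 1 down with Bs and 0 with KpGe by library totals). Camera's adjusted p was 0.223, 0.685 and 0.876.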

Another major facet of the *D. discoideum*/*M. marinum* interaction is nutrient supply. Inside their hosts, intracellular bacteria are restricted to a limited supply of nutrients, and to drive their proliferation they exploit suitable energy sources, which in the case of *M. marinum* is the host cells’ lipids (Barisch and Soldati, 2017). 

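The ABC transporter gene *abcA8* rose with Mm by 2.23 (standard error 0.322, n = 4, edgeR adjusted p = 1.42e-05) and stood at -3.79 (0.714, n = 5, edgeR adjusted p = 0.00029) with KpGe. Of 65 ABC transporter genes listed beforehand, 22 were up and 0 down with Mm, and 26 up when adjusted over the list alone. With Bs 20 were up and 13 down (21 and 13 over the list alone, 27 and 7 with library totals), and with KpGe 7 were up and 12 down (7 and 13, or 3 and 12). The gene with the largest change with Mm in this list was *abcC9*, and *abcA7* came next. As a set these genes had a camera adjusted p of 2.67e-06 with Mm, 0.406 with Bs and 0.688 with KpGe, and the first became 0.124 with an estimated correlation.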

Although the pathways used by *M. marinum* to access the host lipids are poorly understood, our data suggests that this step could be facilitated by ABC lipid transporters which are upregulated in our transcriptome. Finally, 11 out of the 20 most down-regulated genes in cells exposed to *M. marinum* were hsp20-containing heat shock proteins with Hspg1 showing the highest fold change (=36). 

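The Hsp20 gene *hspG1* fell with Mm by 4.55 on the log2 scale (standard error 0.658, n = 4, edgeR adjusted p = 2.01e-05). Its level was 8.18 CPM (SD 6.57, n = 12) in the control and 0.145 (SD 0.0899, n = 4) with Mm. The gene *hspG12* had 2 reads over the Mm libraries and 349 in the controls of the same dates, a ratio of 101 with a counting interval from 27.8 to 837. The genes *hspG2*, *hspG11*, *hspG8* and *hspG9* lay between -3.62 and -3.45. Altogether 10 of 12 Hsp20 genes listed beforehand were down with Mm (11 when adjusted over the list alone), and 8 were among the 20 genes with the lowest fold change. The other two, *hspG3* and *hspG4*, stood at -0.56 and -1.70 (edgeR adjusted p = 0.285 and 0.0689). The list holds *hspG1* to *hspG12* alone, and the heat shock gene *hspI*, which is not in it, rose with Bs and KpGe. With Bs 6 of the 12 were down (6 over the list alone) and with KpGe 4 (8 over the list alone). Camera's adjusted p was 1.23e-07 with Mm, 7.52e-08 with KpGe and 0.0503 with Bs, and for Mm and KpGe 0.253 and 0.366 with an estimated correlation. Over libraries, the mean log2 level of the 12 genes was 0.671 (SD 0.272) with Mm and 3.53 (SD 0.561) in the control (two-sided exact permutation test, p = 0.000549). It was lower than in the control with the other bacteria as well, 1.87 (SD 1.71, p = 0.000485) with KpGe, 2.02 (SD 1.05, p = 0.0033) with Bs and 2.20 (SD 0.526, p = 0.0022) with Ml by the same test. KpGe 5 stood at -1.15 and the other 4 KpGe libraries at 2.36 to 2.95, so 1 library makes up much of the difference with KpGe. For Ml it rests on Ml 2 and Ml 3 of date group 2, which holds no control, as Ml 1 had a summed Hsp20 CPM of 329 and control 1 of its date 336.

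The controls differed between dates. The summed Hsp20 CPM were 336 in control 1 of date group 1, 197 on average in date group 3, 109 in date group 4 and 1120 in date group 5. Mm had 16.0 in date group 3 and 26.8 in date group 4, log2 ratios of -3.62 and -2.02 to the controls of the same group. With Bs the direction did not hold in every date: in date group 4 the mean log2 level was 2.92 in Bs 3 and 2.58 in the controls.

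**Figure D2:**
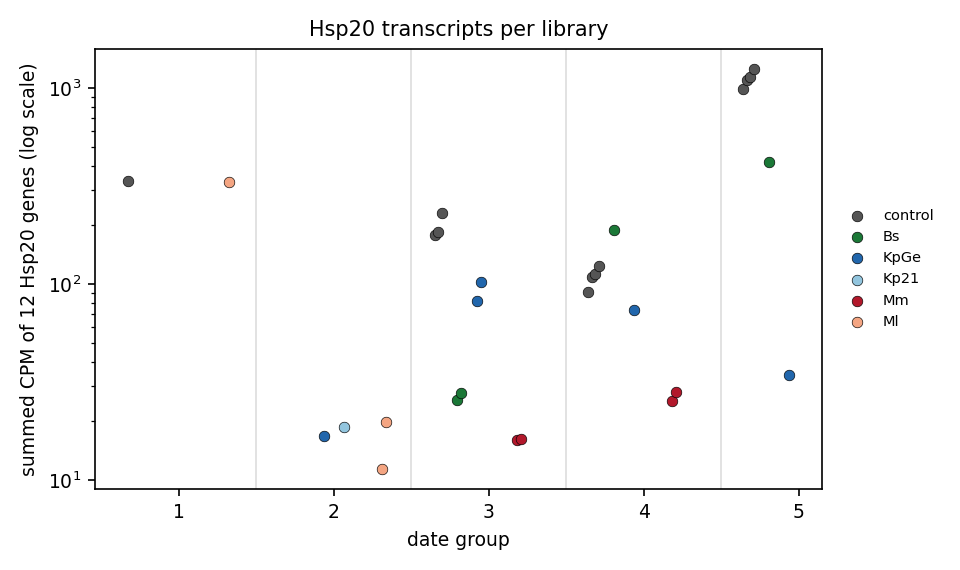
Summed CPM of the 12 Hsp20 genes in each library (vertical axis, log scale) by date group (horizontal axis), coloured by condition. The 4 Mm libraries lie under the controls of their date groups, and the controls of date group 5, from 983 to 1250, lie above all other libraries.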

At this stage, we lack a functional interpretation for this observation, but a similar phenotype has been observed upon exposure of AGS gastric adenocarcinoma cells to *H. pylori* (Lang et al., 2016). This observation may thus warrant further scrutiny.

Can this study be used to select genes potentially implicated in the response to bacteria, for example genes involved in phagocytosis, intracellular killing or intracellular signaling? There are both practical and conceptual difficulties in analyzing the datasets generated in this and in other studies of *D. discoideum* transcriptional response to bacteria (Farbrother et al., 2006; Carilla-Latorre et al., 2008; Sillo et al., 2008; Nasser et al., 2013). First, different studies were conducted under different conditions, used different technologies to determine gene expression patterns, and different strategies to analyze the data collected. Second, in all these studies (Farbrother et al., 2006; Carilla-Latorre et al., 2008; Sillo et al., 2008; Nasser et al., 2013), including the present study, it is not possible to disentangle completely metabolic adaptation from bacterial sensing: bacteria are both a source of nutrients, and a source of extracellular signals. 

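The gene *patB* rose with Bs and KpGe, and with Ml it stood at -0.21 (standard error 0.379, n = 3, edgeR adjusted p = 0.904). The heme synthesis gene *hemF* stood at 0.33 (0.484, edgeR adjusted p = 0.875) and *sodE* at -0.25 (0.406, edgeR adjusted p = 0.892) with Ml. Only Ml 1 shares a date group with a control library. Ml 2 and Ml 3 belong to date group 2, which holds no control, so their comparison with the control runs through KpGe 1 and Ml 1.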

In the current study *M. luteus* did not induce any major change in gene expression and this observation suggests that the physiology and transcriptome of *D. discoideum* cells is not perturbed in this setup simply by the fact that bacteria represent an alternative food source to HL5c. Third, it is not easy to relate the observed changes to the situation(s) encountered by *D. discoideum* in their natural habitat. For example, when meeting a *K. pneumoniae* bacterium, does *D. discoideum* adapt its gene expression pattern to eat and kill efficiently *K. pneumoniae*, or all Gram-negative bacteria? Does *D. discoideum* on the contrary avoid phagocytosis and upregulate genes allowing escape, because some Gram-negative bacteria are pathogenic?

With all these limitations in mind, in the current study we found that genes known or strongly suspected to be involved in phagocytosis, intracellular killing or cell motility are not more differentially expressed than control genes upon encountering bacteria. On the contrary, Grls, in particular *grlA*, *G, H*, and *L* are highly regulated (mostly repressed) in *D. discoideum* exposed to bacteria or folate. 

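With Mm *grlG* stood at -0.91 (edgeR adjusted p = 0.277) and *grlH* at 0.13. Neither *grlA* nor *grlL* passed at an adjusted p of at most 0.05 in any of Bs, KpGe and Mm. The genes *grlC* and *grlM* fell with both Bs and Mm, and *grlF* rose with both. With KpGe these 3 genes stood at -1.94, -1.03 and -3.21 (edgeR adjusted p = 0.0151, 0.0442 and 0.0178), so *grlF* went the other way there. Folate was not analysed here.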

Remarkably, this short list includes the two receptors (*grlG/far2* and *grlL/far1*) previously proposed to act as receptors for folate and bacterial LPS (Leiba et al., 2017; Pan et al., 2018; Thomas et al., 2018). It is common to observe down-regulation of a receptor upon engagement of its ligand as a means to down-regulate the cellular response. In this sense our observations are in agreement with the notion that *grl*G and *grl*L are receptors for bacterial products. It may be interesting to compare the role of these four gene products during the encounter of *D. discoideum* with other bacteria, for example by generating and comparing the corresponding gene knockout strains.

## Data Availability Statement

RNA-seq data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the accession code GSE144912.

## Author Contributions

PC and TS conceived and designed the study, with input from all other co-authors. AM performed the RNA-Seq experiments. OL performed the qRT-PCR experiments. OL, FB, MP, JN, JP, and PC performed the bioinformatic analysis. OL, NH, and PC wrote the manuscript. All authors read and contributed to the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

FIGURE S1 **(A)** Bacterial growth in the presence or the absence of *D. discoideum. B. subtilis* (Bs) and *K. pneumoniae* (KpGe). **(B)** Internalization of fluorescent *B. subtilis* (Bs) or *K. pneumoniae* (KpGe) by *D. discoideum* after 4 h of coculture. Scale bars: 2 μm.

FIGURE S2 t-SNE visualization of the data reduced to 2 dimensions. Each dot represents one sample in an independent experiment. The expression profiles were adjusted for the experimental batches. *B. subtilis* (Bs), *M. marinum* (Mm), *K. pneumoniae* non-pathogenic strain (KpGe) and pathogenic mutant (Kp21), and *M. luteus* (Ml).

FIGURE S3 Heat map of the enriched biological processes in the topGo analysis. The samples descriptions are identical to Figure 5.

TABLE S1 List of all RNAs identified in this study.

TABLE S2 Number of differentially expressed genes observed in this study.

TABLE S3 List of biological processes groups identified by the topGo analysis.

TABLE S4 Expression levels of genes implicated in bacteria recognition (sensing and signaling), phagocytosis, and killing.

How the deposited data were processed for this re-analysis (not part of the article)

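RNA from *D. discoideum* cells was measured by sequencing in 29 libraries: 12 controls in HL5c medium, 4 with Bs, 5 with KpGe, 1 with Kp21, 4 with Mm and 3 with Ml. Folate was not analysed here. The authors aligned 50 nt reads with TopHat2 2.0.13 and Bowtie2 2.2.4, kept reads with a unique hit and counted them per gene with HTSeq 0.6.1, so the deposited count of a gene is a whole number of reads without any normalization. The authors also made a table of log2 values for 8553 genes, normalized for library size and corrected for the date batch before it was deposited. The methods name voom and removeBatchEffect for this step. The deposited log2 values followed the regularized log values of DESeq2 more closely than log2 CPM, up to a shift per gene and batch. They were used here only to recover the batches.

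The labels give no date. For each pair of libraries, the difference between the regularized log of the counts and the deposited log2 value was taken over 3000 genes, and libraries whose differences varied with an SD under 0.03 were put in the same group. In this way 19 libraries fell into 5 groups, with an SD of at most 0.0144 within groups and of at least 0.165 between them. The other 10 libraries were assigned to the nearest group (SD 0.0585 to 0.227). The plan had named log2 CPM for this step. With log2 CPM 27 of the 29 libraries fell into the same groups. Replicate numbers did not pair libraries of different conditions: over 27 pairs with the same number the median correlation of residuals was 0.0124.

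Counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM, genes with a mean of at least 5 reads were kept (9379 of 14020), and condition and date group were fitted together by edgeR's quasi-likelihood method over all libraries. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested in each condition. The thresholds follow the paper: an adjusted p of at most 0.01 with a change of at least 4-fold (strict), 0.05 with 1.5-fold, and 0.01 with 2-fold for Table S4. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Kp21 was fitted in the same model and is given values alone. Tests between conditions used contrasts of the same fit. Where a condition had 3 reads or fewer in all, the fitted fold change was replaced by a bound against 3 reads over the group or by a ratio with its counting interval.

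Principal components were taken from log2 CPM (prior count 2) after removal of the date effect, on centred and scaled genes, and scores were compared by two-sided exact permutation tests. These tests, also used for sets of genes, shuffled libraries over all dates and not within them, so their p-values can be too low. Lists of genes were written before the data were examined, though the paper had already reported results from these samples. Several lists cover groups that it gives as changed, among them Hsp20, ESCRT, ABC transporter and Grl genes. For such lists the tests are not independent evidence. Of 31 lists, 27 were tested with camera from limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, and the p-values were adjusted over the lists of a condition. The lists of mitochondrially encoded genes and cytochromes P450 matched no gene, and those of aminoacyl-tRNA synthetases and retrotransposons were left out because names alone could not place their genes. Genes printed under a term in Table S3 were counted and not tested as a set, since some lists there are shortened. Shares of pairs from Table S4 have Wilson intervals and two-sided Fisher's exact tests against the control genes of unknown function. They were also set against 10000 random lists. Figures were drawn with matplotlib 3.10.9.

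The genes named were fixed by a rule beforehand. It takes the 12 highest and 12 lowest genes with Bs, KpGe and Mm that passed the strict thresholds with every library on the same side of the control mean. It adds the 5 genes with the smallest p with Ml, every gene the paper names, and up to 4 members of each list per condition. Genes named beside a term of Table S3, as shared between conditions or as changed in a single condition were chosen after their values were seen. A stretch of chromosome 2 is present in a pair of copies in the reference genome. Genes of the second copy hold 0 reads in the counts, so the values of *g6pd-1*, *alyD-1*, *cf50-1* and other first copies stand for both. Many transfer RNA genes are near-identical, and how reads are spread between their copies is uncertain.

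Depth differed between libraries from 1745140 to 39777895 reads in genes, so genes near the mean of 5 reads are measured poorly in the smaller KpGe and Bs libraries. Reads assigned to more than 1 gene made up 0.0669% to 0.468% and were not used. In simulated data with these libraries, 50 genes per condition were raised or lowered by 1 on the log2 scale. Called at an adjusted p of at most 0.05 were 64% (Bs), 62% (KpGe), 74% (Mm) and 18% (Ml). These genes were drawn at random from those well above a mean of 5 reads and outside the lists, so genes with few reads are not covered. Alternatives set beforehand were limma-voom, DESeq2 1.42.0, RLE factors, library totals, no filter, a mean of 50 reads, no date group, the library code or the replicate number in place of the date group, narrower sets of libraries, a 2-fold threshold and leaving out each of 16 treated libraries. For the principal components they were unscaled genes, uncorrected values and the most variable genes alone. After the data were seen, 3 more were added: leaving out controls 7, 8, 11, 12 and 13, leaving out transfer RNA genes and the start of chromosome 1, and giving Ml 2 a date group of its own. Each condition's result was also compared with 40 splits of its libraries and the controls.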

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

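Of the tests in this part, those of genomic DNA for the genes at the start of chromosome 1, of other non-coding RNA for the tRNA genes and of the date for the Hsp20 genes were chosen after the result was seen. The exact permutation tests shuffled libraries over all dates and not within them, so their p-values can be too low.

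A single library lay far from the others of its condition in 7 of 102 groups of values examined (6.86%, where chance gives about 1 in 20). For DDB_G0273235, Bs 4 stood at 7.04 log2 CPM and the other Bs libraries at 6.42 to 6.48, a gap of 0.909 of the range of the 4. In DDB_G0274417, with 2 Bs reads in all, Bs 3 stood apart by 0.870 of the range. KpGe 5 stood apart in 3 measures, the first principal component (-9.89 against 19.4 to 28.4, 0.765 of the range of 5), the mean log2 CPM of the Hsp20 genes (-1.15 against 2.36 to 2.95, 0.856) and tRNA-Ser-GCU-7 (0.766), a gene with 1 KpGe read. KpGe 3 was higher in DDB_G0288201 (5.87 against 4.76 to 5.07, 0.721) and KpGe 2 in DDB_G0285345 (0.783), where the KpGe libraries held 3 reads.

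On the third principal component Bs 1 and Bs 2 lay under the controls of their date group and Bs 3 and Bs 4 above theirs, a difference of 149 between the means. The difference was not tested.

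Genes at the start of chromosome 1, which the paper does not discuss, were higher with Bs and Mm. Of 83 gene models there, 41 were tested, with a median log2 fold change of 3.33 with Bs and 3.45 with Mm. With Bs 35 were up, 30 of them at the strict thresholds, and with Mm 33 and 31. The mean of these genes was 2.21 (SD 0.496, n = 4) in Bs, 2.24 (SD 0.493, n = 4) in Mm and -0.193 (SD 0.257, n = 12) in the control (two-sided exact permutation test, p = 0.000549 for each). The median was 0.593 with KpGe (p = 0.221), 0.572 with Ml (p = 0.033, adjusted exact p = 0.0528) and 0.888 in Kp21.

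Genomic DNA in the Bs and Mm libraries would add reads to all nearly silent genes alike, and the start genes gained 8.45 times as many CPM per kilobase as other nearly silent genes with Bs and 7.25 times with Mm. Those other genes rose as well, with median log2 fold changes of 0.767 with Bs and 0.868 with Mm. With KpGe and Ml their medians were -0.373 and 0.134. Some genomic DNA or other background in the Bs and Mm libraries is therefore not excluded, as a smaller part of the rise. Differences between dates are argued against by the lowest Bs or Mm library, which lay at least 1.57 log2 units above the highest control or KpGe library of its date. In controls with many reads outside genes these genes were only 0.112 higher on the log2 scale than in the other controls. A response of this region to Bs and Mm may explain the pattern, but this is a hypothesis found and tested on the same data. Near-identical copies of these sequences elsewhere in the genome were not examined and stay open.

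Of 130 tRNA genes tested, 114 were up with Mm, 75 of them at the strict thresholds, with a median log2 fold change of 2.14. With Bs the median was 0.983 with 24 up, and with KpGe -1.23 with 16 down (two-sided exact permutation test on library means, p = 0.000549, 0.00385 and 0.00307). With Ml it was 0.298 (p = 0.673). The mean with KpGe lay under all controls in date groups 3 and 5 and, at -1.24 against -1.33, not in date group 4.

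If all non-coding RNA had been kept better in the Mm libraries, the 25 other non-coding RNA genes would have risen too, and their median was -0.175. Genomic DNA is argued against by a gain in CPM per kilobase 18.4 times that of nearly silent genes, and the date by a gap of 0.942 log2 units between the lowest Mm and the highest control library of a date. RNA of short length kept better in some libraries was not tested, and a change in tRNA levels with the bacteria may be at work as well. How reads are spread between near-identical tRNA genes is uncertain.

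The lower level of Hsp20 genes with Mm, which the paper reports, was examined because the controls of date group 5 had high values. Within each date that holds Mm, the lowest control lay at least 1.93 log2 units above the highest Mm library, so the high controls of another date are not the whole cause. Reads moved between near-identical Hsp20 genes would leave the sum unchanged, and the summed CPM fell by 2.02 log2 units in the date with the smaller drop. A response to Mm remains a hypothesis. All 4 libraries of date group 2, which holds no control, had low sums as well, 11.4 and 19.8 CPM in Ml 2 and Ml 3, 16.8 in KpGe 1 and 18.6 in Kp21, while KpGe 2, KpGe 3, KpGe 4 and KpGe 5 of other dates had 102, 82.0, 73.2 and 34.3.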

How the results depend on the processing

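The alternatives without controls 7, 8, 11, 12 and 13, without tRNA genes and the start of chromosome 1, and with Ml 2 in a date group of its own were chosen after the data were seen. Among counts, shares and 367 values of single genes that passed a threshold, no result reversed its direction under any alternative run. In lists of genes the balance did turn with library totals, with Mm from 3 up and 15 down to 3 up and 1 down for Rho regulators, from 1 and 5 to 2 and 1 for antioxidant genes, from 1 and 3 to 2 and 0 for glycolysis and from 0 and 2 to 1 and 0 for replication and RasGEF genes, and with KpGe from 2 and 1 to 1 and 2 for chaperones.

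With limma-voom, DESeq2, RLE factors, library totals, no filter, no date group and the library code as batch, the counts at the strict thresholds for Bs, KpGe and Mm stayed within 1.5 times 600, 208 and 283. Of the KpGe genes, 160 were down, and 96 with limma-voom. Requiring a mean of 50 reads, which leaves fewer genes to test, gave 247 for Bs, 95 for KpGe, 64 for Mm, 329 in any condition, 269 in a single condition, 44 shared by Bs and KpGe and 3385 at the 1.5-fold threshold. It kept 44 of the 72 named genes past the strict thresholds, and 98.9% of KpGe genes had the same sign in Kp21. Taking the replicate number as a block in place of the date group gave 399, 93, 67, 471, 389, 46 and 2789 for the same counts, 45 named genes and 5.56% of pairs for the control genes of unknown function. Controls 6 to 14 have numbers that no treated library has, so in this fit only controls 1, 4 and 5 bear on the comparisons. Whether this accounts for all of the drop was not tested. A 2-fold threshold, which passes more genes by construction, gave 2372, 761, 720, 3062, 2364 and 446 up to the genes shared by Bs and KpGe. Without tRNA genes and the start of chromosome 1, Mm had 178 genes.

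For Ml, DESeq2, no filter and no date group each gave 1 gene in place of 0. Leaving out a library gave 0 to 2 for Ml (2 without Bs 3, 1 without Ml 3). The causes were not tested. Leaving out a library gave 184 (without Mm 5) to 293 (without KpGe 1) for Mm, 426 to 733 for Bs and 160 to 213 for KpGe. The share of signaling pairs was 1.96% without a filter (two-sided Fisher's exact test, p = 0.0182) and 2.22% to 6.67% with a library left out (p = 0.0345 without Bs 1 or Bs 2), and the cause was not tested.

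Of the lists tested with camera over all conditions, 49 calls passed at the preset correlation and 4 with an estimated correlation, which widens the error by construction. The exact permutation p of the Mm libraries on the third component, 0.188, was 0.000549 with unscaled genes and with the most variable genes, and 0.00549 with uncorrected log2 CPM. It ran from 0.000549 to 0.866 (without Mm 3) with a library left out. Components are numbered by the variance they carry, so the third of a refit need not be the same axis. Without Bs 1, 2 or 3 the Mm and control means differed there by 70.82, 71.65 and 76.36, against 12.37 with all libraries. Other refits with a library left out gave 1.772 to 42.17. With all libraries the fourth component had means of 53.4 for Mm and -19.6 for the control. Whether the components traded places was not tested.

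Of 367 values of single genes, 206 were no longer past the threshold with the replicate block, 76 with library totals, 65 without the controls with many reads outside genes, 55 with limma-voom, 52 without a date group and 12 without a filter. The 206 come from a fit in which only controls 1, 4 and 5 bear on the comparisons. Depth limits genes near a mean of 5 reads most, above all in KpGe, whose smallest library held 1745140 reads.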

Differences from the paper's values

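The alternatives named in this part were set before the data were examined unless stated otherwise, and each is named where it closed a gap. A gap counts as closed when a count, share or average came within 1.5 times the paper's value (or the paper's share within the Wilson interval), or a single gene within the larger of its standard error and its replicate SD. With the replicate block only controls 1, 4 and 5 bear on the comparisons, so a gap closed by it rests on few controls. Values are log2 fold changes unless they are counts or shares.

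The paper counts 162 DE genes with Mm, and 283 were found here. Leaving out Mm 3 (201) or Mm 5 (184) closed this gap and the other alternatives set beforehand did not. It was also closed without tRNA genes and the start of chromosome 1 (178), which was chosen after seeing the values and drops 16 of the 160 Mm genes in the paper's table, and without controls 7, 8, 11, 12 and 13 (241), which was chosen after seeing the values and drops 11 of these 160 that had passed here. Of the 283 genes, 112 are absent from the authors' table of log2 values and 171 are in it. For genes DE in Mm only the paper gives 75 and 171 were found, closed by leaving out Mm 3 or Mm 5, and by leaving out tRNA genes and the start of chromosome 1 (102), chosen after seeing the values and dropping the same 16 genes. For KpGe only the paper also gives 75, against 119 here. Closing alternatives were limma-voom, no date group, the library code as batch and leaving out Ml 1, Ml 2 or any one of the 5 KpGe libraries. Of alternatives chosen after seeing the values, leaving out controls 7, 8, 11, 12 and 13 gave 80 and drops 37 of the paper's 244 KpGe genes that had passed here, and Ml 2 in a date group of its own gave 108 and drops 7. Of genes shared by Bs and KpGe the paper gives 13 as upregulated and 33 were found, and the replicate block alone closed this gap. The 33 include 17 genes that also passed upwards with Mm. The paper does not say whether its 13 leave out genes shared with another condition, so the sets may be unlike. These counts use the paper's thresholds. Folate and Kp21, which the paper's counts of genes in one condition include, were not in the counts here.

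For the Grl genes the paper gives 45.4% of situations, against 23.8% here, and an average change of 1.04 against 0.550, both closed only by requiring a mean of 50 reads. The paper's shares also cover folate and Kp21. Over Bs, Mm and KpGe alone, and the Grl genes with values in Table S4, the shares are 51.5% in that table and 30.3% here. Its average change for phagocytosis and killing genes is 0.12, against 0.188 (closed by limma-voom, no filter, the library code as batch, the replicate block and leaving out Bs 2 or Bs 3). For signaling genes it is 0.11, against 0.0474 (closed by DESeq2, RLE factors, library totals, the condition and controls only, shared dates only and leaving out Ml 1, KpGe 1 or KpGe 5). Leaving out controls 7, 8, 11, 12 and 13, chosen after seeing the values, closed both averages (0.141 and 0.0825) and drops 2 and 1 of the pairs given in Table S4 that had passed here.

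Among single genes of Table S4, the paper gives -1.14 for *sibC* with Mm, against -1.93, which no alternative closed. For *apm3* with Bs it gives 1.33, against 0.96 (closed by DESeq2, RLE factors, library totals, a mean of 50 reads, the replicate block and leaving out Ml 3, Mm 2 or Bs 4), and for *noxA* 1.51, against 1.07 (closed by DESeq2, RLE factors, library totals, a mean of 50 reads and the replicate block). For *tirA* with Bs the paper's value is 1.32 and the value here -1.08, and for *gpaC* 1.41 and -1.005, each of opposite sign and closed by no alternative.

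For Grl genes with Bs the paper gives -1.44 for *grlA*, against 0.11 (closed by the replicate block), -1.22 for *grlC*, against -2.90 (none), -1.84 for *grlD*, against -0.54 (none), -2.69 for *grlE*, against -1.57 (limma-voom and leaving out Bs 1 or Bs 2), -5.01 for *grlG*, against -3.62 (none), and -3.4 for *grlH*, against -1.86 (leaving out Bs 2). For *grlL* with Mm it gives -1.01, against -0.19 (limma-voom, the replicate block and leaving out Mm 4 or Mm 5). For *grlP* with KpGe it gives -1.92, against -0.33 (limma-voom and leaving out KpGe 3).

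For DDB_G0273235 the paper's tables give 5.83144 with KpGe and 8.03564 with Bs, against 4.58 and 6.58, and no alternative closed either gap. For *cxgS* with KpGe they give 5.44839, against 6.32 (closed with no date group and with the replicate block). For DDB_G0270060 with KpGe they give 3.5653, against 4.39 (no date group, the library code as batch and leaving out KpGe 2). For DDB_G0279493 with KpGe the values are 2.71498 and 3.26 (closed by library totals, no date group, the library code as batch and leaving out Ml 3, KpGe 4 or KpGe 5, and without controls 7, 8, 11, 12 and 13, chosen after seeing the values, which drops 37 of the paper's 244 KpGe genes that had passed here). For DDB_G0273217 with KpGe they are 2.6253 and 1.73, and for *ponC1* -2.61908 and -4.47, closed by none. For DDB_G0285345 with Bs they are -4.64168 and -3.01 (closed by leaving out Bs 3). For *abkC* with Bs they are 3.49138 and 2.66 (closed by limma-voom, DESeq2, RLE factors, library totals, no date group, the replicate block, the condition and controls only, shared dates only and leaving out Ml 3, Bs 1, Bs 2 or Mm 2). Of 51 single-gene values compared, 48 had the same sign and 30 lay within the larger of the standard error and the replicate SD. The values of *cxgS* with KpGe and Bs are not in this count.

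Of the genes in the paper's table of DE genes, all 244 with KpGe, 779 of 780 with Bs and 159 of 160 with Mm had the same sign here, and 133, 467 and 99 of them passed the strict thresholds.

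The paper places Mm apart on the third and the fourth principal component together. Here the Mm libraries lay apart on the fourth, at 53.4 against -19.6, and not on the third (exact permutation p = 0.188), except with unscaled genes, uncorrected values or the most variable genes, or without KpGe 2, KpGe 3, KpGe 5 or any one of the 4 Bs libraries. Components are numbered anew in each refit, so the third there need not be the same axis. In the plane of both components the Mm libraries thus lay apart from the controls here as well.

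The paper names *hspG1* as the Hsp20 gene with the largest fold change with Mm. Here *hspG12* was lower, with 2 reads against 349 in the controls of the same dates.

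The paper's text gives Rho, small GTPase, phosphatidylinositol and histone acetylation genes as lowered with KpGe, and pentose phosphate, iron-sulfur and ubiquitin genes as raised with it. Over the genes printed in Table S3, whose lists are in part shortened, more genes were so with Bs than with KpGe, such as 32 against 9 lowered Rho genes and 10 against 3 raised iron-sulfur genes. The same table gives these terms for Bs, while it gives rRNA processing, the TCA cycle, lipid transport and defense for KpGe, which the text gives for Bs. For these, more genes were raised or lowered with Bs here in rRNA processing (35 against 26), the TCA cycle (8 against 6) and lipid transport (7 against 6), and fewer in defense (2 against 4). None of these counts allows for the totals. Over all genes tested 1968 were raised with Bs and 670 with KpGe, and 2204 and 1178 were lowered. Against these totals, the genes of rRNA processing, the TCA cycle, lipid transport and defense were a larger share with KpGe.

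The paper names *grlA*, *grlG*, *grlH* and *grlL* as highly regulated. Here *grlG* and *grlH* passed, and *grlA* and *grlL* did not with Bs, KpGe or Mm. In Table 1 the paper gives 8 genes as changed with KpGe specifically, of which 5 passed the strict thresholds here.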

Other observations

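In this part no test was chosen after the result was seen.

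The splits ask how often another division of the libraries gives as large a count. Each condition's libraries and the 12 controls were divided anew, and the real division was 1 of 40. At the strict thresholds only the real split gave as many with Bs (600, highest other 0), KpGe (208, highest other 0) and Mm (283, highest other 0). All other splits left treated libraries among the controls, which widens the spread, so low counts there were likely in advance. The splits therefore do not exclude chance for these counts. At the 1.5-fold threshold too only the real split gave as many (highest other 14 with Bs and 0 with KpGe and Mm), with the same limit. With Ml the real count at the strict thresholds was 0, so all 40 splits gave at least as many by construction (highest other 2) and the splits decide nothing. At the 1.5-fold threshold 2 of 40 gave as many as the real 2 with Ml (highest other 6), so chance cannot be excluded. For lists called by camera it cannot be excluded with Bs (13 lists, 8 splits as large, highest other 16). Nor can it with KpGe (12 lists, 4 splits, highest other 14) or Ml (6 lists, 17 splits, highest other 9). With Mm only the real split called as many lists (18, highest other 16), again with the limit given above.

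Polyketide synthase genes were up with Bs in 28 of 38 listed, and 28 when adjusted over the list alone. Among them *pks7* rose by 2.27 (standard error 0.359, n = 4, edgeR adjusted p = 7.38e-06), and *pks38* by 2.35. The camera adjusted p was 4.23e-09, and 0.0434 with an estimated correlation. With KpGe 3 were up and 6 down (2 and 4 over the list alone, camera adjusted p = 0.688), with *pks16* at -1.86, and with Mm 7 were up (5 over the list alone, 13 with library totals, camera adjusted p = 0.00388, or 0.253 with an estimated correlation).

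Ponticulin genes were down with KpGe in 6 of 10 (8 over the list alone, camera adjusted p = 0.0134, or 0.366 with an estimated correlation), with *ponC5* at -3.94. Over the dates that hold both, *ponC2* had 2 KpGe reads against 170 in the control, a ratio of 9.40 with a counting interval from 2.56 to 78.2. With Bs 1 was up and 3 were down (1 and 2 over the list alone), and with Mm 2 were down (3 over the list alone).

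Prestalk and prespore genes were up in 8 of 14 and down in 1 with Mm (11 and 1 over the list alone). The spore coat gene *cotD* rose by 2.58 (0.425, n = 4, edgeR adjusted p = 7.55e-05). The camera adjusted p was 0.000246, and 0.197 with an estimated correlation. With Bs 8 were up and 1 down (camera adjusted p = 0.0642), with the prestalk matrix gene *ecmA* at 1.41, and with KpGe 1 was up and 1 down. Of 15 early starvation genes, 4 were up and 2 down with Bs, 1 up and 1 down with KpGe and 1 up with Mm.

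Of 72 cytosolic ribosomal protein genes, 21 were down and 2 up with Bs (camera adjusted p = 7.19e-05, or 0.701 with an estimated correlation), with *rps11* at -1.12. With library totals 6 were down and 4 up with Bs. With Mm 19 were down (21 over the list alone, 2 with library totals, camera adjusted p = 8e-13, or 0.346 with an estimated correlation), with *rpl23* at -0.97, and with KpGe 1 was up and 1 down (camera adjusted p = 0.27).

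Of 9 chaperone genes of the Hsp70, Hsp90 and Hsp40 families, 2 were up and 2 down with Bs, 2 up and 1 down with KpGe and 2 down with Mm, with *sti1* at -1.40 with Bs and *trap1* at -0.98 with Mm. Of 12 antioxidant genes, 4 were up and 2 down with Bs, 1 up and 2 down with KpGe (3 down over the list alone) and 1 up and 5 down with Mm, with *sodC* at -1.10. Of 13 glycolysis genes, 6 were up and 1 down with Bs, with *pgkA* at 1.32, 4 up and 1 down with KpGe, and 1 up and 3 down with Mm, with *pyk* at -0.81. With libraries scaled by their totals, more antioxidant and glycolysis genes were up than down with Mm, more chaperone genes were down than up with KpGe (5 up and 1 down with Bs), and 11 glycolysis genes were up with Bs and 1 with KpGe. Of 9 V-ATPase genes, 4 were up and 1 down with Bs, with *vatH* at 1.46, and 0 passed with KpGe or Mm by edgeR.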
